# The transcriptional repressor HDAC7 promotes apoptosis and c-Myc downregulation in particular types of leukemia and lymphoma

**DOI:** 10.1038/cddis.2014.594

**Published:** 2015-02-12

**Authors:** B Barneda-Zahonero, O Collazo, A Azagra, I Fernández-Duran, J Serra-Musach, A B M M K Islam, N Vega-García, R Malatesta, M Camós, A Gómez, L Román-González, A Vidal, N López-Bigas, A Villanueva, M Esteller, M Parra

## Abstract

The generation of B cells is a complex process requiring several cellular transitions, including cell commitment and differentiation. Proper transcriptional control to establish the genetic programs characteristic of each cellular stage is essential for the correct development of B lymphocytes. Deregulation of these particular transcriptional programs may result in a block in B-cell maturation, contributing to the development of hematological malignancies such as leukemia and lymphoma. However, very little is currently known about the role of transcriptional repressors in normal and aberrant B lymphopoiesis. Here we report that histone deacetylase 7 (HDAC7) is underexpressed in pro-B acute lymphoblastic leukemia (pro-B-ALL) and Burkitt lymphoma. Ectopic expression of HDAC7 induces apoptosis, leads to the downregulation of c-Myc and inhibits the oncogenic potential of cells *in vivo*, in a xenograft model. Most significantly, we have observed low levels of HDAC7 expression in B-ALL patient samples, which is correlated with the increased levels of c-Myc. From a mechanistic angle, we show that ectopically expressed HDAC7 localizes to the nucleus and interacts with the transcription factor myocyte enhancer factor C (MEF2C) and the corepressors HDAC3 and SMRT. Accordingly, both the HDAC7–MEF2C interaction domain as well as its catalytic domain are involved in the reduced cell viability induced by HDAC7. We conclude that HDAC7 has a potent anti-oncogenic effect on specific B-cell malignancies, indicating that its deregulation may contribute to the pathogenesis of the disease.

Proper generation of mature B lymphocytes is the result of complex cell lineage commitment and differentiation processes. Each cellular transition is tightly regulated at the transcriptional level by the action of linage-specific transcription factors (TFs), such as PU.1, Ikaros, myocyte enhancer factor C (MEF2C), E2A and PAX5 among others.^1, 2, 3, 4, 5, 6, 7, 8, 9^ The deregulation of these particular transcriptional programs may result in a block in the differentiation and a hyperproliferative cellular state, thereby contributing to the development of hematological malignancies such as leukemia and lymphoma. Aberrant expression or mutation of many of the lineage-specific TFs involved in B lymphocyte development have been linked to the outcome of hematopoietic malignancies.^10, 11^ In addition, the overexpression of c-Myc has been found in T-cell acute lymphoblastic leukemia (T-ALL) and B-ALL, and some types of B-cell lymphoma, such as Burkitt lymphoma, present translocations in the *MYC* gene (*c-MYC-IgH*).^12^ The deregulation of B-cell TFs in combination with chromosomal aberrations, such as gene translocations (*ETV6-RUNX1* and *BCR-ABL1*) and rearrangements in the MLL gene are key events in aberrant B lymphopoiesis and considered as primary lesions.^11, 13^

In recent years, the idea has begun to emerge that, in addition to the activation of gene expression, transcriptional repression is a fundamental mechanism to ensure proper B lymphopoiesis.^3, 14, 15^ Among the different types of transcriptional repressors, histone deacetylases (HDACs) are thought to be crucial enzymes in many physiological and pathological processes.^16, 17^ Mutation and/or aberrant expression of HDACs have often been observed in human disease, in particular cancer, making them important therapeutic targets.^18, 19^ In pathological situations where classic HDACs are overexpressed, HDAC inhibitors (HDIs) have emerged as promising therapeutic agents.^19^ However, it is worth mentioning that the contribution of HDACs to cancer could be due to mechanisms other than overexpression. In fact, HDACs may also present truncating or inactivating mutations.^18^ Therefore, we are far from fully understanding the contribution of individual HDACs to cancer.

Of the various HDACs, HDAC7 appears to be a lymphoid-specific transcriptional repressor.^20, 21, 22, 23, 24, 25, 26^ In addition to its critical role in T lymphocyte biology, we have recently reported that HDAC7 is critical in maintaining the genetic identity of B lymphocytes.^20^ Interestingly, HDAC7 has been identified as a target gene in hematopoietic cancers in a PiggyBac transposon mutagenesis screening in mice.^27^ On the basis of our recent findings, we postulated that HDAC7 might be deregulated in B-cell malignancies. Here we report the loss of HDAC7 expression in cell lines established from B-ALL and Burkitt lymphoma as well as in pro-B-ALL samples from patients. Forced expression of HDAC7 induces the apoptosis of the cells. Strikingly, the presence of HDAC7 results in the downregulation of the oncogene c-Myc. HDAC7 expression interferes with the oncogenic potential of the cells in a xenograft model. Most significantly, we have found low levels of HDAC7 expression in B-ALL samples from patients, which are associated with high levels of c-Myc. Taken together, our findings suggest that HDAC7 expression may exert an anti-oncogenic activity in particular types of B-cell malignancies and that its deregulation may contribute to the pathogenesis of B-ALL and B-cell lymphoma.

## Results

### HDAC7 is underexpressed in pro-B-ALL and B-cell lymphoma

First, to further validate the notion that HDAC7 is a lymphoid-specific transcriptional repressor within the hematopoietic system we examined the Immunological Genome Project Database (Immgen) (http://www.immgen.org/). Using this database we confirmed that HDAC7 is specifically expressed in lymphoid cells but not in cells from the myeloid lineage (Supplementary Figure 1). This finding led us to speculate that HDAC7 expression could be deregulated in B-cell malignancies. To test this hypothesis, we first examined HDAC7 expression levels in a publicly available microarray GEO data set (GSE34861), which consists of the gene expression profile of 191 samples of adult B-ALL and 3 normal samples. The B-ALL samples comprised 28 corresponding to pro-B-ALL, 125 to early pre-B-ALL, 23 to pre-B-ALL, 5 to mature B-ALL, 5 to CD56+ B-ALL and 5 to transitional-pre-B-ALL immunophenotypes. Analysis using the Fisher test showed that HDAC7 was significantly associated with underexpression in pro-B-ALL samples (Figure 1a). We found no significant association with deregulation of HDAC7 expression in samples from the other immunophenotypes analyzed (Figure 1a). To further confirm our findings, we next assessed the HDAC7 protein levels in established cell lines from six B-ALLs. We observed that SD-1 and JVM-2 cells presented low or undetectable HDAC7 protein levels (Figure 1b). Next we tested whether HDAC7 expression could also be deregulated in lymphomas. We found that HDAC7 was underexpressed in the Burkitt lymphoma-derived Namalwa cell line (Figure 1c). Altogether, these data indicate that HDAC7 is deregulated in particular types of B-ALL and B-cell lymphoma.

### HDAC7 expression induces apoptosis in SD-1 and Namalwa cells

To assess whether the absence of HDAC7 is associated with the oncogenic features of SD-1 and Namalwa cells we adopted a gain-of-function experimental approach. We generated a doxycycline-inducible system to express HDAC7 exogenously in both the cell lines (Figures 2a and b). Expression of HDAC7 after the addition of doxycycline to SD-1 cells resulted in complete cell growth arrest over a course of 3 days (Figure 2c). In contrast, addition of doxycycline to the parental SD-1 cell line had no significant effect on cell growth, demonstrating that HDAC7 specifically mediates the growth arrest of the cells (Figure 2c). We then tested whether the reduction in the total number of cells was the result of a block in cell proliferation by performing an MTT assay in the absence and presence of HDAC7. HDAC7 expression significantly reduced the cell viability of both SD-1 and Namalwa cell lines (Figures 2d and e). To rule out the possibility that the effect observed on cell viability is due to the toxicity of ectopic overexpression of HDAC7, we generated HDAC7-inducible lines in cells that express normal HDAC7 levels. We found that ectopic expression of HDAC7 in RAJI and TOM-1 cell lines did not affect their viability (Supplementary Figure 2a and b). Moreover, the class IIa HDACs, HDAC4 and HDAC9 were found to be expressed in both SD-1 and Namalwa cells in the absence and in the presence of doxycycline indicating that the effect observed was specific to the expression of HDAC7 (Supplementary Figure 2c). Next we examined whether HDAC7 could induce apoptosis and assessed the cell cycle status. We observed a significant accumulation of cells in subG0 at 48 and 72 h after doxycycline treatment of both SD-1 and Namalwa cell lines, demonstrating that HDAC7 induced apoptosis (Figures 2d and e and Supplementary Figure 3). These findings indicate that the absence of HDAC7 could be associated with the survival of both the cancer cell lines and suggest that its re-expression may exert a therapeutic anti-oncogenic effect.

### HDAC7 expression induces apoptosis and inhibits tumor growth in a xenograft model

To determine the physiological consequences of HDAC7 expression in SD-1 and Namalwa cells we performed *in vivo* functional experiments using a xenograft model in athymic mice. First, SD-1 cells were injected subcutaneously into the back of several athymic mice. When tumors reached a homogeneous size they were randomly allocated into two treatment groups: (i) mice drank glucose; and (ii) drank glucose plus doxycycline in water. Tumors in mice taking glucose-treated water that did not express HDAC7 continued to grow. Strikingly, tumors in mice treated with doxycycline showed a marked decrease in their size (Figures 3a and b). Next to test the effect of HDAC7 expression on the lymphomagenic capacity of the Namalwa cell line, 1.5 × 10^6^ cells were injected orthotopically into the spleen of 19 athymic mice and they were randomly allocated into two treatment groups. (i) mice drank glucose; and (ii) drank glucose plus doxycycline in water. Notably, 15 days later, the tumors of mice treated with doxycycline were almost undetectable at palpation. At that point, all mice were killed and their spleens surgically removed. Similar to the results obtained with leukemic cells, the expression of HDAC7 in Namalwa cells markedly interfered with the growth of lymphomas (Figures 3c and d). Immunofluorescence assays revealed a significant reduction of proliferation, as revealed by Ki67 staining, and increased apoptosis in tumor cells expressing HDAC7 (Figures 3e and f and Supplementary Figure 4). Thus, our *in vivo* data confirm that HDAC7 induces apoptosis and exerts a potent anti-oncogenic effect suggesting that its absence may be involved in the pathogenesis of specific types of B-ALL and B-cell lymphoma.

### HDAC7 expression induces the apoptotic gene program of leukemic cells

As HDAC7 is a transcriptional regulator, we decided to investigate the impact of HDAC7 expression on the global gene expression profile of SD-1 cells. 

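SD-1 is a human B-cell acute lymphoblastic leukemia cell line, and SD-1-Tet-On-Tight-HDAC7 cells carry an HDAC7 gene that doxycycline switches on. RNA from these cells, treated or not for 24 h with doxycycline (500 ng/ml in the methods), was hybridized to Affymetrix Human Genome U219 arrays, with 3 replicates per condition. A further 2 arrays hold RNA from parental SD-1 cells, which lack the transgene. The sample labels contradict each other on which of these received doxycycline, so each is called only a parental array here, and both entered only alternative tests. Tests that subtract the difference between them have 1 array per parental condition. Their spread comes from the SD-1-Tet-On-Tight-HDAC7 arrays, so their p-values hold no spread between parental replicates. The deposited values are log2 expression per probe set, a group of short probes against a transcript, which the authors made from the scanned arrays with RMA (background adjustment, quantile normalization and median polish). Because the quantile step gives every array about the same distribution, a change shared by most genes would not be seen. The array medians lay between 3.4 and 3.47, and the replicates of a condition correlated with r between 0.988 and 0.994 across probe sets. No detection calls were used here, so dim probe sets were not separated from background, and the number of arrays limits the precision.

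After 93 control probe sets were left out, the remaining 49293 were tested with limma for doxycycline against no doxycycline. A probe set was called at the limits of the methods, an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more. Of these probe sets, 45253 were paired with 1 gene, 1327 with several and 2713 with none named here, for 18239 genes in all. A gene's value is that of its brightest probe set. Replicates with the same number deviated together, so a second test kept the replicate pairs as a block, and its result is given wherever it changes a call. Gene groups were written down before the deposited values were examined, but after the paper's tables and Data Sets from these arrays had been seen. They share members with those, such as FAS and CCL22, so their tests are not independent of them. Limma's camera compared each group with all other genes. Neither the methods nor the labels say that the replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical.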

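HDAC7 is read by 6 probe sets of the array. On the brightest, its expression was 11.14 ± 0.35 (SD, n = 3) with doxycycline and 5.30 ± 0.41 (SD, n = 3) without, a log2 fold change of 5.84 (standard error 0.23, adjusted p = 3.88e-05 from limma). The 3 arrays with doxycycline read 11.38, 11.30 and 10.74, those without it 5.42, 4.84 and 5.64, and the parental arrays 4.81 and 4.76. HDAC7 also rose by 5.15 on the next brightest (standard error 0.19, adjusted p = 3.88e-05) and by 2.51 on the one after that (standard error 0.11, adjusted p = 6.87e-05). The other 3 HDAC7 probe sets, with log2 fold changes between 0.0080 and 0.30, did not pass the test (adjusted p from 0.712 to 0.997).

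Over the whole array, 50 of the 49293 probe sets passed both limits, 37 of them higher and 13 lower with doxycycline. With the replicate pairs as a block, 893 passed, 515 higher and 378 lower, and these included all 50. In fits added after seeing the data, the block's counts moved with the pair left out: without pair 1 they were 123 and 79, without pair 2 77 and 32, and without pair 3 1461 and 975. At an unadjusted p of 0.05 or less, 2447 probe sets were higher and 2259 lower. In each of the 50, every array of one condition lay above every array of the other, which their selection for a small p all but requires. This holds for 13.8% of all probe sets, where chance gives 10% for 3 arrays against 3.

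**Figure D1:**
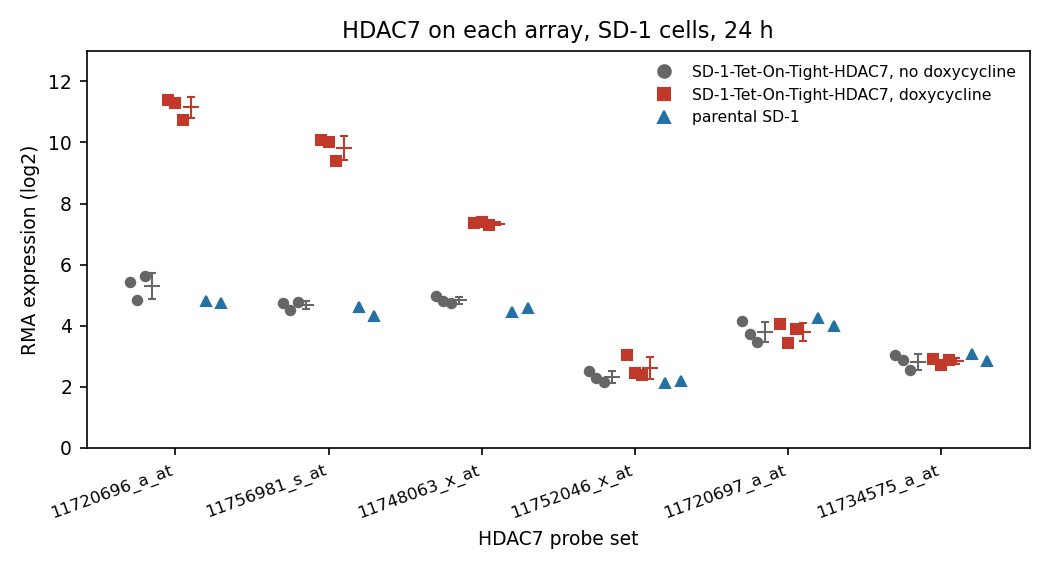
Expression (log2, RMA) of the 6 HDAC7 probe sets on each array. Circles are arrays of SD-1-Tet-On-Tight-HDAC7 with no doxycycline, squares those with it, triangles the parental arrays, and the bars give the mean ± SD of 3 arrays; on the 3 probe sets at the left, the squares lie far above all other points.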

Microarray analysis revealed that 660 genes were differentially expressed when HDAC7 was ectopically expressed in SD-1 cells. Of these, 410 genes were upregulated and 250 were downregulated (Supplementary Figure 5,Supplementary Data Sets 1 and 2). 

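After HDAC7, the largest increase to pass on a gene's brightest probe set was that of ITGAM, the integrin alpha M chain, with a log2 fold change of 1.61 (standard error 0.18, adjusted p = 0.0313 from limma, n = 3 per condition). FILIP1L rose by 1.47, TNFRSF9 (4-1BB, a costimulatory receptor) by 1.46, IL10RA, a chain of the interleukin-10 receptor, by 1.46, and CXCR5, the receptor that guides B cells into follicles, by 1.23. The 7 FILIP1L probe sets ran from -0.29 to 1.47, and 2 of them passed. The parental arrays lay above the arrays without doxycycline for ITGAM (5.45 and 5.76, against means of 4.58 without and 6.19 with it). They did so for IL10RA too (4.08 and 4.18, against 2.91 and 4.36), whose other probe set changed by 0.18. For TNFRSF9 and CXCR5 the parental arrays lay below. CR2, the complement receptor of mature B cells, and CD82, a tetraspanin, both rose by 1.20, the activation marker CD83 by 0.97 and MFGE8 by 0.96. The interferon-induced HERC6 rose by 1.15, but the parental arrays differed by 1.29 on it. With their difference subtracted, its direction turned if they were read by their descriptions (-0.14). If they were read by their titles, it stayed positive. RNF19B, chosen after its value was seen, rose by 0.93. Among the genes that fell, IGFBP3, which binds insulin-like growth factors, fell by 1.54 (standard error 0.13, adjusted p = 0.0107). TBC1D30 fell by 1.41, CERKL by 1.1, the transcriptional coactivator SUB1 by 1.04 and the lymphocyte adaptor LIME1 by 0.80.

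In all, 23 genes were higher and 11 lower on at least 1 probe set, of which 17 and 6 passed on their brightest probe set. With the replicate pairs as a block, 314 genes were higher and 242 lower. Leaving out any 1 of the 6 arrays left between 1 and 12 genes higher and between 0 and 8 lower by limma, and of the 23 genes that passed on their brightest probe set, only HDAC7 passed whichever array was left out. It was also the only one to pass under both readings when the difference between the parental arrays was subtracted.

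**Figure D2:**
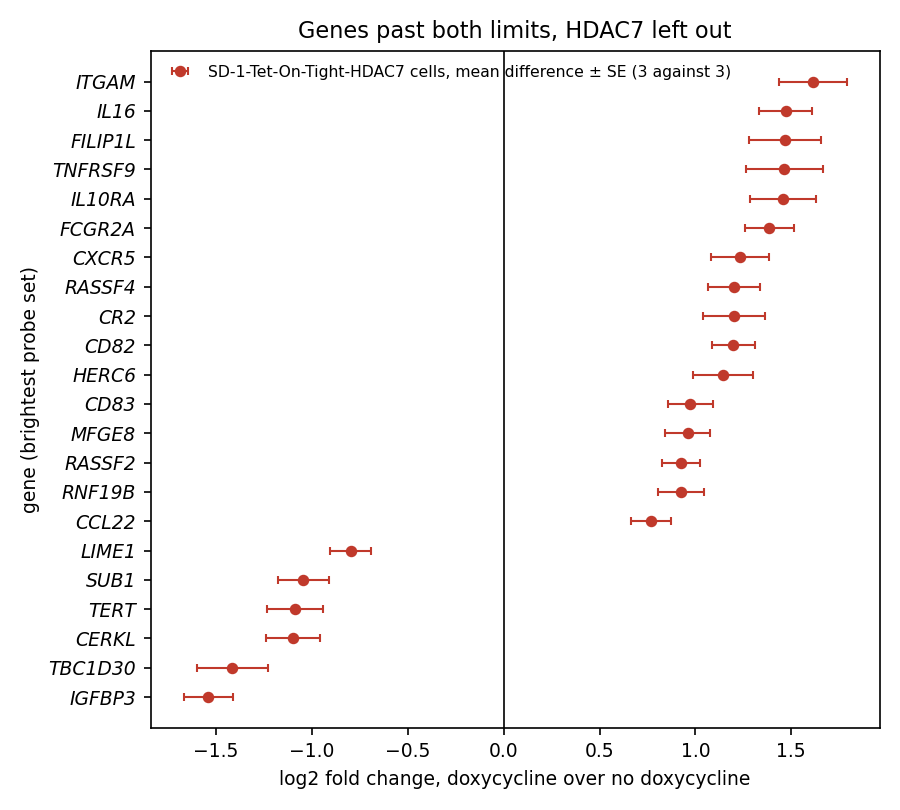
Log2 fold change (doxycycline over no doxycycline, brightest probe set) of the genes that passed both limits, with HDAC7 left out. Points are differences between the means of 3 arrays per condition and bars are standard errors; ITGAM at 1.61 and IGFBP3 at -1.54 mark the ends.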

Next we examined the list of upregulated genes after HDAC7 expression and looked for the presence of apoptosis-related genes. 

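CD40, a TNF receptor family member of B cells, had a log2 fold change of 0.80 (standard error 0.17, n = 3 per condition), TP53BP2, a p53-binding protein, 0.76 (standard error 0.16), and FAS, the death receptor, 0.64 (standard error 0.14). Their adjusted p-values from limma were 0.145, 0.154 and 0.162, and all 3 passed with the replicate pairs as a block, at 0.0162, 0.0292 and 0.0353. CD44, the hyaluronan receptor, had a log2 fold change of 0.41 (standard error 0.11, adjusted p = 0.257, and 0.111 with the block), and the DNA damage kinase ATM 0.27 (standard error 0.18, adjusted p = 0.747, and 0.348 with the block). ATM ran from 0.090 without no-doxycycline replicate 2 to 0.42 without no-doxycycline replicate 3. With the block, 3 of the 10 CD44 probe sets and 1 of the 5 ATM probe sets passed. For TP53BP2, the parental arrays read 5.66 and 5.83, above the doxycycline arrays of SD-1-Tet-On-Tight-HDAC7 (5.21 ± 0.12, SD, n = 3).

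Of the genes that Fig. 4c shows by RT-qPCR, TNFAIP2 had a log2 fold change of 1.57 on its brightest probe set (adjusted p = 0.0961, and 0.000831 with the block) and passed on 3 of its 5 probe sets, and ANXA1, a phospholipid-binding protein, had one of 2.05 (adjusted p = 0.269, and 0.000831 with the block). ANXA1 varied widely between replicates, with 4.03 ± 1.21 (SD, n = 3) without and 6.08 ± 0.83 (SD, n = 3) with doxycycline, and its log2 fold change was 1.35 without no-doxycycline replicate 1. Of the 22 genes that Table S1 marks as apoptosis-related, 17 were analysed here, and all 17 had a positive log2 fold change. On their brightest probe sets, 0 of them passed in limma, 9 with the replicate pairs as a block, and 15 were higher at an unadjusted p under 0.05. Adjusted over the list alone, 12 passed, which is not independent evidence because the table was chosen on these samples.

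**Figure D3:**
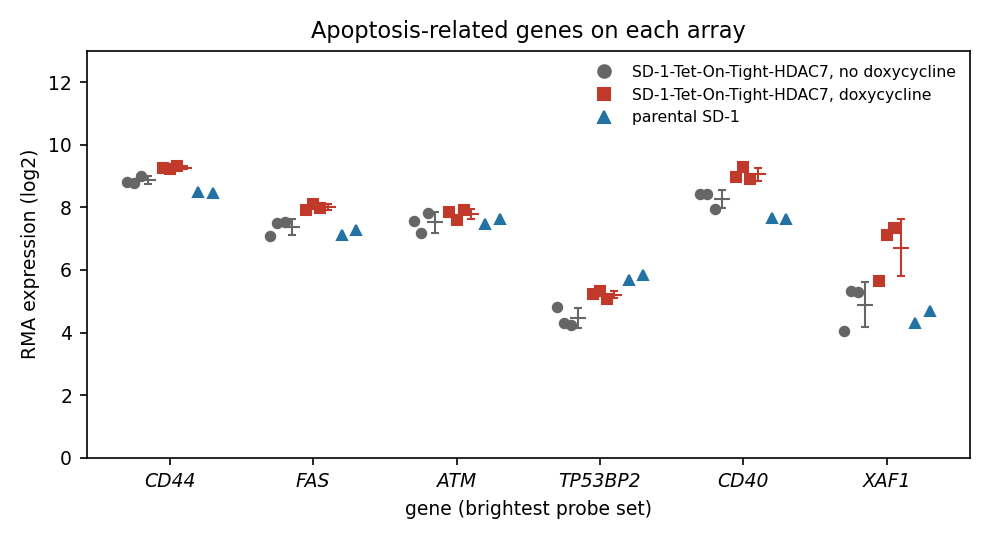
Expression (log2, RMA, brightest probe set) of 6 apoptosis-related genes on each array. Circles are arrays of SD-1-Tet-On-Tight-HDAC7 with no doxycycline, squares those with it, triangles the parental arrays, and bars the mean ± SD of 3 arrays; the squares lie above the circles in CD44, FAS, TP53BP2, CD40 and XAF1 and overlap them in ATM.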

We observed that HDAC7 induced the expression of several genes, such as *CD44*, *FAS*, *ATM*, *TP53BP2*, *CD40* and *BIRC3*, with known apoptotic functions (Supplementary Table 1). In addition, we also found that the presence of HDAC7 led to the upregulation of genes related to immune processes (*IL16*, *FCGR2A*, *IRAK2*, *CD86* and *CD40*, among others) and cancer (*RASSF4*, *RAB31*, *NEDD9* and *RASSF2*, among others; Supplementary Table 1). 

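Of the immune genes, IL16, a chemoattractant cytokine, rose by 1.47 (standard error 0.14, adjusted p = 0.0178 from limma, n = 3 per condition) and FCGR2A, an activating receptor for IgG, by 1.39 (standard error 0.13, adjusted p = 0.0178). CCL22, a chemokine that attracts T cells, rose by 0.77 (standard error 0.10, adjusted p = 0.0491). IRAK2, a kinase of Toll-like receptor signalling, had a log2 fold change of 1.38 and the costimulatory ligand CD86 one of 0.96. These 2 passed with the replicate pairs as a block (adjusted p = 0.00157 and 0.0097, against 0.206 and 0.113 without it). Among the cancer genes, the RAS-association domain proteins RASSF4 and RASSF2 rose by 1.20 (adjusted p = 0.0363) and 0.93 (adjusted p = 0.0313). RAB31, a small GTPase of vesicle transport, and NEDD9, a scaffold of adhesion signalling, had log2 fold changes of 1.30 and 1.03 and passed with the block (adjusted p = 0.00229 and 0.00997, against 0.12 and 0.0706 without it). The NEDD9 probe set was dim, with means of 2.14 without and 3.18 with doxycycline, both below the median of every array.

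Table S1 marks 22 genes as immune and 21 as cancer genes, and 19 of each were analysed here, all of them with a positive log2 fold change. Of the immune genes 4 passed (IL16, FCGR2A, CR2 and CCL22), 15 with the block and 17 when adjusted over the list alone. Of the cancer genes 3 passed (RASSF4, RASSF2 and FILIP1L), 16 with the block and 17 when adjusted over the list alone. The table was chosen on these samples, so these counts are not independent evidence.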

To further investigate if HDAC7 expression leads to the activation of the apoptotic genetic program in SD-1 cells, we performed a gene set enrichment analysis based on the gene ontology (GO) categories corresponding to the biological processes and on the KEGG pathways. 

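Of 30 NF-kB target genes measured, 27 had a positive log2 fold change, with a median of 0.44, and TNFRSF9, CD83 and the chemokine CCL22 rose on their brightest probe sets; 10 rose with the replicate pairs as a block and 13 when adjusted over the list alone. Of 42 interferon-stimulated genes, 37 had a positive value (median 0.38), HERC6 rose, though not beyond the difference between the parental arrays, 11 rose with the block and 10 when adjusted over the list alone. XAF1, an interferon-induced antagonist of inhibitors of apoptosis, had a log2 fold change of 1.82 (adjusted p = 0.219, and 0.000588 with the block), GBP4, a guanylate-binding protein, 1.71 (0.114, and 0.00924 with the block) and DTX3L 1.17 (0.401, and 0.00275 with the block; its value was 0.77 without no-doxycycline replicate 1). The 5 GBP4 probe sets ran from 0.15 to 1.71, and 1 of them passed with the block. IFI44L had a value of 1.37 (0.274, and 0.00237 with the block), but its parental arrays read 2.42 and 4.52. With their difference subtracted, its direction turned if they were read by their titles (-0.74). If they were read by their descriptions, it stayed positive. Among 62 cytokines, chemokines and their receptors, 5 rose (IL16, TNFRSF9, IL10RA, CXCR5 and CCL22) and the median was 0.23; with the block 12 rose and 2 fell, and adjusted over the list alone 19 rose and 3 fell. TNFRSF19, chosen after its value was seen, fell by 1.55 on 1 of its 3 probe sets (adjusted p = 0.0400) and did not pass on the brightest (-1.34, adjusted p = 0.0706, and 0.00469 with the block). Antigen presentation genes had a median of 0.23 and a positive value in 24 of 28. By limma 0 of them passed, with 7 higher and 1 lower at an unadjusted p under 0.05, while CD86 passed with the block and 1 gene rose when adjusted over the list alone; CTSS, a cathepsin, had a value of 0.54, CD80 and TAP1 each 0.43. The median of the cell cycle genes stayed close to 0, at 0.046 over 40 genes. Single members lay further off, with 0.42 for the cyclin CCND2, 0.29 for MCM3 (0.14 without doxycycline replicate 1) and 0.24 for TOP2A.

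Camera found the lists higher than other genes for NF-kB targets (adjusted p = 1.15e-18), interferon-stimulated genes (7.64e-14), cytokines (3.69e-09) and antigen presentation (0.000113). These calls were lost when the correlation between genes was estimated, with adjusted p = 0.0919 with an estimated correlation for NF-kB targets and for cytokines, 0.180 for interferon-stimulated genes and 0.157 for antigen presentation. Cell cycle genes did not pass against other genes (adjusted p = 0.451), and 0 of them passed in limma, with the block or when adjusted over the list alone, with 1 higher and 0 lower at an unadjusted p under 0.05. When the difference between the parental arrays was subtracted, the interferon and antigen presentation lists no longer passed if those arrays were read by their titles (adjusted p = 0.0838 and 0.217). Cell cycle genes then lay above other genes if the arrays were read by their descriptions and below them if by their titles. With 1 array per parental condition, this cannot be told from a deviation of a single array. Without the subtraction, the cell cycle list had an adjusted p of 0.689 in camera with an estimated correlation.

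**Figure D4:**
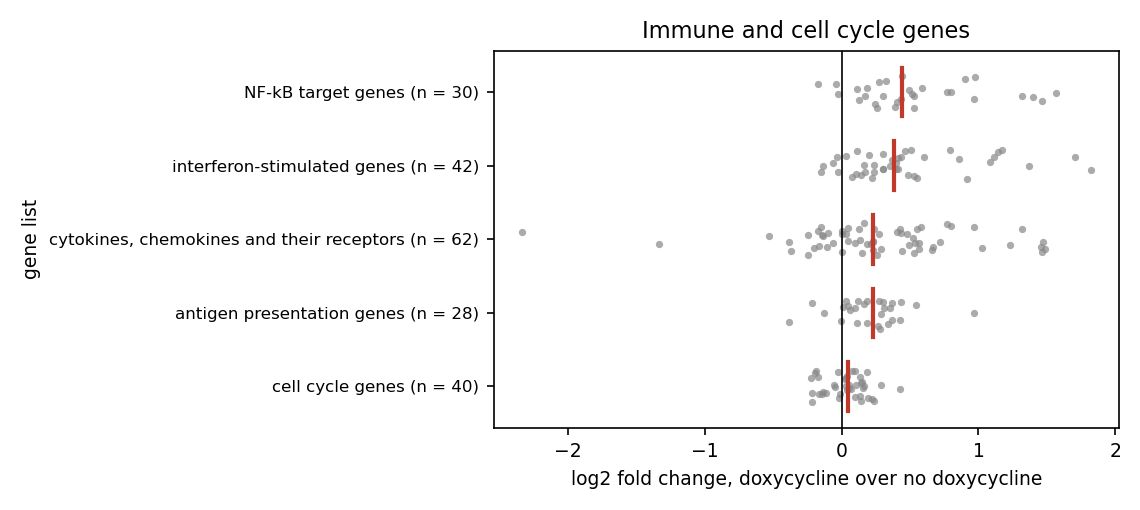
Log2 fold change (doxycycline over no doxycycline) of each measured gene of 5 lists. Each point is a gene on its brightest probe set and each vertical bar the list median, which runs from 0.44 for NF-kB target genes to 0.046 for cell cycle genes; the vertical position within a list is arbitrary.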

The biological processes analysis revealed that the set of genes upregulated upon HDAC7 expression belong to GO categories representing immune system processes, regulation of cell death and regulation of cell proliferation, among others (Figure 4a). KEGG pathway enrichment analysis confirmed that the genes whose expression was induced by HDAC7 were significantly enriched in the apoptosis pathway (Figure 4b). 

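Among 36 measured pro-apoptotic and death receptor genes, 25 had a positive log2 fold change, with a median of 0.099. On their brightest probe sets 0 of them passed in limma, while 8 were higher and 3 lower at an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. XAF1, TP53BP2 and FAS passed with the replicate pairs as a block. APAF1, which assembles the apoptosome, had a log2 fold change of 0.53 (standard error 0.11, adjusted p = 0.145, and 0.0533 with the block). Of 20 anti-apoptotic genes 0 passed in limma or when adjusted over the list alone, with 4 higher and 1 lower at an unadjusted p under 0.05. The heat-shock protein gene HSPA1A had a value of 1.82 (standard error 0.48, adjusted p = 0.236) and passed with the block (adjusted p = 0.000472). The signalling adaptor TRAF1 had a value of 0.53 and CFLAR, an inhibitor of death receptor signalling, 0.44. The anti-apoptotic list's median was -0.017 and its mean 0.14.

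Of 34 integrins and adhesion molecules, ITGAM rose, 4 rose and 2 fell with the block, and 6 rose and 1 fell when adjusted over the list alone. Fibronectin, FN1, had a log2 fold change of 1.16 and passed with the block (adjusted p = 0.215, and 0.00654 with the block), CEACAM1 had a value of 1.15, and the integrin chain ITGA4 one of -1.31 (adjusted p = 0.111, and 0.00805 with the block). The 8 FN1 probe sets ran from 0.035 to 1.16, and 2 passed with the block. The 9 of CEACAM1 ran from 0.088 to 1.15, and 1 passed with the block. Of 27 genes of B-cell receptor signalling, the coreceptor CR2 rose. With the block 2 rose and 1 fell, and adjusted over the list alone 2 rose and 0 fell. At an unadjusted p under 0.05 in limma, 6 were higher and 4 lower. FCGR2B, the inhibitory Fc receptor, had a value of 0.57 (0.0456 with the block), RASGRP3 one of -1.01 (0.00688 with the block) and the phosphatase PTPN6 one of -0.60. Without doxycycline replicate 2 RASGRP3 was at -0.65 and PTPN6 at -0.37, and without no-doxycycline replicate 1 PTPN6 was at -0.38.

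By camera the pro-apoptotic list was higher than other genes (adjusted p = 0.00712; adjusted p = 0.180 with an estimated correlation), as was the adhesion list (adjusted p = 0.0441; adjusted p = 0.180 with an estimated correlation, and 0.0785 with the block). The anti-apoptotic list (adjusted p = 0.238) and the B-cell receptor list (adjusted p = 0.0512) did not pass. Subtracting the difference between the parental arrays, read by their titles, ended the pro-apoptotic call (adjusted p = 0.353) and turned the adhesion list (0.983), the anti-apoptotic list (0.743) and the B-cell receptor list (0.95). Read by their descriptions, the anti-apoptotic (0.0424) and B-cell receptor lists (0.00878) passed as higher; without the subtraction, adjusted p = 0.378 and 0.461 with an estimated correlation. The adhesion call ended over probe sets with an interquartile range above the median (0.0507). The adhesion call was also lost without no-doxycycline replicate 2 (adjusted p = 0.308) or 3 (0.0789) or doxycycline replicate 1 (0.231), whereas the B-cell receptor list passed without no-doxycycline replicate 1 (0.00852) or 3 (0.0378) or doxycycline replicate 2 (0.00838), and with centring (0.0370), a further quantile normalization (0.0307) or all 8 arrays (0.0333). With none of these changes, the B-cell receptor list had an adjusted p of 0.461 with an estimated correlation, and 0.331 with the block as well.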

A selected number of genes were validated by RT-qPCR (Figure 4c). To better understand the mechanism associated with the HDAC7-induced apoptotic pathway in SD-1 cells, we investigated the possible enrichment of TF motifs from the TRANSFAC database in the set of upregulated genes. We observed a significant enrichment of a set of TFs. Remarkably, we found the enrichment of the binding motif for p53, suggesting that the induction of apoptosis may occur in a p53-mediated manner (Figure 4d). To test this possibility we assessed the status of p53 activation after the expression of HDAC7 in both SD-1 and Namalwa cells and found that the presence of HDAC7 in both the cell lines resulted in the phosphorylation and acetylation of p53 at serine 392 and lysine 382, respectively, two post-translational modifications indicative of p53 activation (Figure 4e). 

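Genes that p53 is known to activate had a median log2 fold change of 0.080 over 37 measured, and 27 of them were positive. The cell cycle inhibitor gene CDKN1A was at 10.51 ± 0.02 (SD, n = 3) with and 10.50 ± 0.11 (SD, n = 3) without doxycycline, a log2 fold change of 0.013 (standard error 0.11, adjusted p = 0.99 from limma). MDM2, the ubiquitin ligase that p53 induces, had a value of -0.023 (standard error 0.11, adjusted p = 0.98). Over its 11 probe sets MDM2 ran from -0.29 to 0.24, and the signs of both genes turned under other settings. CASP1, an inflammatory caspase, had a value of 0.68 (adjusted p = 0.311) and passed with the replicate pairs as a block (adjusted p = 0.0468), as did FAS.

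On their brightest probe sets 0 of the p53 target genes passed in limma, 2 passed when adjusted over the list alone, and 4 were higher and 0 lower at an unadjusted p under 0.05. By camera the list was higher than other genes (adjusted p = 0.00783; adjusted p = 0.311 with an estimated correlation). The call was lost without no-doxycycline replicate 1 (adjusted p = 0.0895) or doxycycline replicate 3 (adjusted p = 0.137), and the direction turned when the difference between the parental arrays, read by their titles, was subtracted (adjusted p = 0.983). Promoter sequences and binding motifs were not analysed here. From the enriched p53 motif among the upregulated genes, the paper proposes that p53 may mediate the induction of apoptosis. It also reports phosphorylated and acetylated p53 on western blots after HDAC7 expression in SD-1 and Namalwa cells. The values here are RNA at 24 h, which does not measure these changes of the protein.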

Overall, our data demonstrate that HDAC7 induces apoptosis presumably via the activation of the p53 pathway.

### HDAC7 represses the expression of c-Myc

Our findings strongly indicate that HDAC7 exerts a strong anti-oncogenic effect in pro-B-ALL and B-cell lymphoma. Given that HDAC7 is a transcriptional repressor, we wondered whether its expression could lead to the repression of key oncogenes in leukemia and lymphoma. We examined our microarray data and looked for the presence of potential oncogenes in the list of downregulated genes after HDAC7 expression. Strikingly, we observed that the presence of HDAC7 resulted in the downregulation of crucial genes with known oncogenic potential, such as *MYC*, *TERT* and *AICDA* (Supplementary Table 2). This finding was validated by RT-qPCR in both SD-1 and Namalwa cells (Figures 5a and b). 

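MYC was at 7.21 ± 0.47 (SD, n = 3) with doxycycline and 8.18 ± 0.01 (SD, n = 3) without, a log2 fold change of -0.97 (standard error 0.21, adjusted p = 0.151 from limma). It passed with the replicate pairs as a block (adjusted p = 0.0246). The arrays with doxycycline read 7.58, 6.68 and 7.36, all below those without it (8.20, 8.18 and 8.17) and below the parental arrays (8.00 and 8.10). TERT, the catalytic subunit of telomerase, fell by 1.09 (standard error 0.15, adjusted p = 0.0476), from 5.06 ± 0.12 (SD, n = 3) to 3.97 ± 0.25 (SD, n = 3). Its call was kept without doxycycline replicate 1 and lost without any other array, with adjusted p from 0.0447 to 0.293. It was also lost when the difference between the parental arrays was subtracted, read by their titles (adjusted p = 0.0834) or their descriptions (0.453). ID3, an inhibitor of basic helix-loop-helix transcription factors, had a log2 fold change of -0.78 (adjusted p = 0.367, and 0.0456 with the block; its value was -0.51 without doxycycline replicate 2), and the transcription factor FOXO1 one of -0.74 (adjusted p = 0.183, and 0.0248 with the block).

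Of 40 oncogenes and tumor suppressors of B-cell malignancy, TERT fell and 39 did not pass. With the block 1 rose and 6 fell, and adjusted over the list alone 1 rose and 5 fell. The list's median was 0.031 and its mean -0.042, and it did not pass against other genes by camera (adjusted p = 0.634). With the difference between the parental arrays subtracted it passed as lower by their titles (0.0129) and turned to pass as higher by their descriptions (0.0424); without the subtraction, adjusted p = 0.667 with an estimated correlation.

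**Figure D5:**
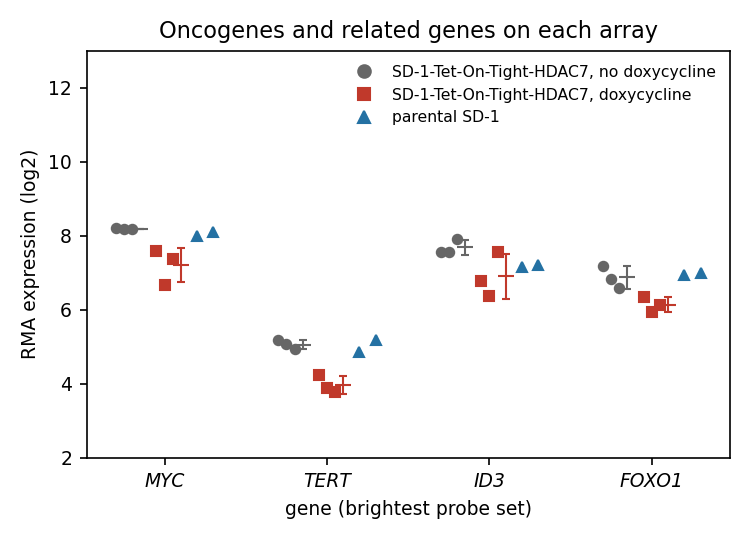
Expression (log2, RMA, brightest probe set) of MYC, TERT, ID3 and FOXO1 on each array. Circles are arrays of SD-1-Tet-On-Tight-HDAC7 with no doxycycline, squares those with it, triangles the parental arrays, and bars the mean ± SD of 3 arrays; in all 4 genes the squares lie below the circles, in ID3 only narrowly.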

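Of 58 MYC target genes measured, most of them for ribosome assembly and nucleotide or polyamine synthesis, 52 had a negative log2 fold change with doxycycline, with a median of -0.35, and the median was negative in each of the 3 replicate pairs (-0.27, -0.38 and -0.29). NOP16, a nucleolar protein, had a value of -0.87 (standard error 0.14), SRM (spermidine synthase) -0.77 (standard error 0.12), NOP2, a ribosomal RNA methyltransferase, -0.69 (standard error 0.15) and RRP12 -0.68 (standard error 0.22). NOP16, SRM and NOP2 passed with the replicate pairs as a block (adjusted p = 0.0142, 0.0125 and 0.0259), and RRP12 did not (0.0584). On their brightest probe sets 0 of the 58 passed in limma, 5 fell with the block, 7 fell when adjusted over the list alone, and 34 were lower and 0 higher at an unadjusted p under 0.05.

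Subunits and factors of RNA polymerases I and III, which make ribosomal and transfer RNA, had a median of -0.28 over 23 genes, 20 of them negative. POLR3G had a log2 fold change of -1.05 (adjusted p = 0.159, and 0.0456 with the block), POLR1G -0.98 (adjusted p = 0.113, and 0.0124 with the block) and TAF1D -0.78 (adjusted p = 0.117, and 0.0358 with the block). POLR3GL, the paralog of POLR3G, had a value of 0.66 (adjusted p = 0.518), and of 0.28 without no-doxycycline replicate 2. By limma 0 of the 23 passed, 3 fell when adjusted over the list alone, and 10 were lower and 1 higher at an unadjusted p under 0.05. By camera both lists were lower than other genes, with adjusted p = 4.78e-20 for the MYC targets and 6.96e-08 for the polymerase genes; for each, adjusted p = 0.157 with an estimated correlation. The polymerase call was lost when the difference between the parental arrays, read by their descriptions, was subtracted (adjusted p = 0.273).

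**Figure D6:**
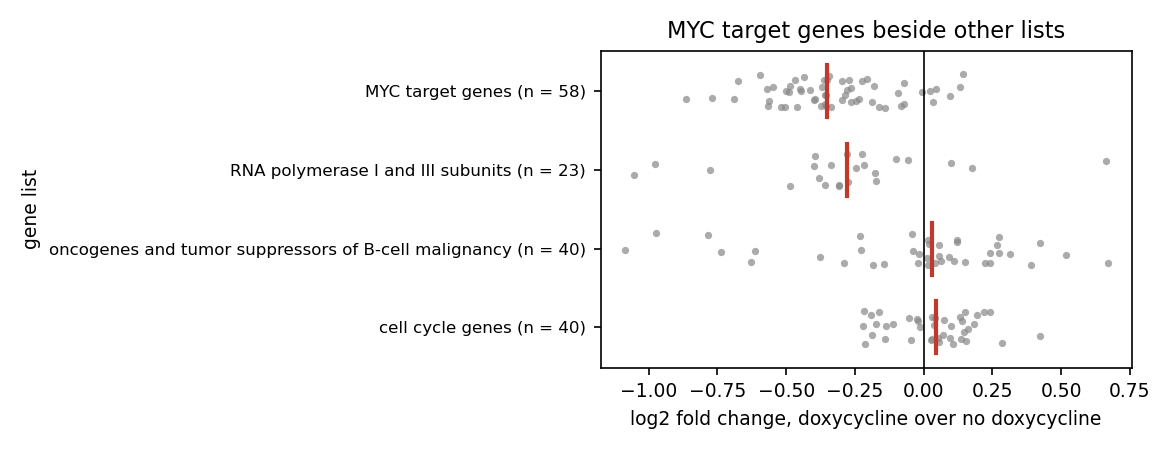
Log2 fold change (doxycycline over no doxycycline) of each measured gene of 4 lists. Each point is a gene on its brightest probe set and each vertical bar the list median, at -0.35 for MYC target genes, -0.28 for the polymerase genes, 0.031 for the oncogenes and tumor suppressors and 0.046 for the cell cycle genes; the vertical position within a list is arbitrary.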

Using the TRANSFAC database, we found a significant enrichment of the binding site motifs for MYC factors in the HDAC7-induced downregulated genes (Figure 5c). Moreover, we also found that HDAC7 expression resulted in the reduction of c-Myc protein levels (Figure 5d). Next we tested whether the ectopic expression of c-Myc could prevent the cell growth arrest induced by HDAC7 in both SD-1 and Namalwa cells. We found that exogenous expression of c-Myc induced a significant rescue of cell growth in cells treated with doxycycline to express HDAC7. This finding further corroborates that the anti-oncogenic capacity of HDAC7 is mediated, at least in part, by the downregulation of c-Myc in SD-1 and Namalwa cells (Figure 5e). To confirm the relevance of our finding we further analyzed the published microarray GEO data set (GSE34861) and examined whether there was an association between HDAC7 and c-Myc expression levels. Strikingly, we found that a low level of expression of HDAC7 was significantly associated with high levels of c-Myc in B-ALL patients (Figure 5f). These data strongly support the hypothesis that HDAC7 posses an anti-oncogenic potential on the B-cell malignancies studied.

### HDAC7 interacts with MEF2C, HDAC3 and SMRT and is localized in the nucleus

Class IIa HDACs posses a highly conserved C-terminal catalytic domain that mediates their recruitment to a corepressor complex containing HDAC3 and SRMT/N-CoR. In addition, class IIa HDACs contain a long N-terminal region that has been shown to mediate their interaction with tissue-specific TFs and their phosphorylation-dependent subcellular localization. To gain an insight into the mechanism of action of HDAC7, we first assessed its subcellular distribution in Namalwa cells treated, or not, with doxycycline. As expected, we found that ectopically expressed HDAC7 was mainly localized in the nuclear compartment (Figure 6a). Next we tested the potential requirement of both the TF-binding domain and the catalytic domain in HDAC7-decreased cell viability. We generated retroviral vectors carrying a C-terminal truncated construct HDAC7 (1–487) that completely lacks the HDAC catalytic domain but contains the MEF2 interacting motif, and an N-terminal truncated construct HDAC7 (438–915) bearing the enzymatic motif but lacking the MEF2 domain. Expression of wild-type HDAC7 resulted in a significant decrease in the viability of Namalwa cells, whereas the expression of HDAC7 (1–487) and HDAC7 (438–915) constructs did not have a significant effect (Figure 6b). We have recently reported that HDAC7 interacts with the TF MEF2C in B lymphocytes. To address whether ectopically expressed HDAC7 specifically interacts with MEF2C in Namalwa cells, we performed co-immunoprecipitation experiments. We found that HDAC7 associated with MEF2C and not with other B-cell-specific TFs in Namalwa cells (Figure 6c). We also observed that HDAC7 interacted with HDAC3 and SMRT (Figure 6c). It has been proposed that HDAC7 lacks any enzymatic activity and that it exerts its repressive function via the interaction with HDAC3. However, the function of HDAC7 in the absence of HDAC3 has not been properly studied. To address whether HDAC7 induces cell growth arrest through the interaction with HDAC3 in SD-1 and Namalwa cells, we performed a loss-of-function experimental approach (Figure 6d). Strikingly, we observed that HDAC3 knockdown in both cell lines reduced cell growth in the absence of HDAC7, indicating that targeting HDAC3 would also have an anti-oncogenic effect. However, in the presence of HDAC7, lowering HDAC3 levels did not lead to a rescue in the cell growth block induced by HDAC7 (Figure 6e). This result indicates that HDAC7 may possess an intrinsic enzymatic activity independent of HDAC3. Next we wondered whether the expression of HDAC7 partners could be deregulated in leukemia and lymphoma cells expressing HDAC7. To test this possibility, we determined the protein levels of HDAC3, MEF2C and c-Myc in leukemia and lymphoma cell lines. As expected, most of the cell lines express high levels of c-Myc (Figure 6f). However, we did not observed differences in the expression of HDAC3 between the cell lines tested (Figure 6f). This supports the finding that HDAC7 exerts its anti-oncogenic effect in an HDAC3-independent manner. Strikingly, we observed that in contrast to SD-1 and Namalwa cells that express the TF MEF2C, many of the other cell lines either lack or express very low levels of this TF. Therefore, the absence of MEF2C may explain why those cell lines can tolerate normal HDAC7 levels. Altogether, these experiments demonstrate that both the HDAC7–MEF2C interaction and its catalytic domain, are necessary for HDAC7 to reduce the viability of SD-1 and Namalwa cells.

## Discussion

We present data demonstrating that the transcriptional repressor HDAC7 has a potent anti-oncogenic effect in particular types of B-ALL and B-cell lymphoma. First, we report the loss of HDAC7 expression in pro-B-ALL patients and in established B-ALL and B lymphoma cell lines. Second, we show that HDAC7 expression induces apoptosis and inhibits the oncogenic potential of the cell lines tested *in vitro* and *in vivo*. Third, using genome-wide transcriptome profiling we show that ectopically expressed HDAC7 induces the expression of apoptotic genes and leads to the downregulation of key oncogenes such as c-Myc. And fourth, we report the key finding that samples from pro-B-ALL patients present low levels of HDAC7, which are associated with high levels of c-Myc expression.

The idea that HDACs are aberrantly overexpressed in cancer has been prevalent for some time, to the point where it is stated as dogma. In fact, inhibition of HDACs has been reported to have promising effects in cancer treatment.^18^ However, most HDIs are disadvantaged by their lack of enzyme specificity and have a broad range of potential side effects.^28^ Our findings from this study reveal an unexpected anti-oncogenic function for an HDAC in pro-B-ALL and B-cell lymphoma. We demonstrated that the expression of a crucial HDAC, HDAC7, for B lymphocyte biology is lost in pro-B-ALL patients and in the B-ALL and B-cell lymphoma cell lines, and that its re-expression has a potent anti-oncogenic effect. In this regard, it is important to note that underexpression levels, truncating or inactivating mutations in some HDACs in cancer have also been reported.^18^ Recently, Heideman *et al.*^29^ demonstrated that the reduction in HDAC1 and HDAC2 expression levels *in vivo* brings about T-cell lymphomagenesis owing to a block in the early thymocyte development. A different study demonstrated that the lack of HDAC3 specifically in the liver leads to the development of hepatocellular carcinomas.^30^ Therefore, our understanding of the contribution of specific HDACs to a given cancer type continues to be incomplete. Efforts are needed to establish definitively the role of specific HDACs and whether they are overexpressed, underexpressed or mutated in a particular cancer. This will allow for the design and development of HDAC isoform-specific HDIs or other molecules that can modulate the expression of a particular HDAC.

Several reports have described a potential role for HDAC7 in hematological malignancies.^27, 31, 32, 33, 34^ However, the functional contribution of HDAC7 to B-ALL remains to be elucidated. In an elegant study using a PiggyBac transposon screening in mice, Rad *et al.*^27^ revealed that HDAC7 is a target gene in hematopoietic cancers. In addition, HDAC7 has been shown to be overexpressed in childhood ALL.^34^ This discrepancy with our data could be explained by the different analytical methods used in the two studies. Tone and colleagues analyzed 94 samples from childhood ALL patients, of which 78 corresponded to B-ALL and only 4 had a pro-B-ALL immunophenotype.^34^ In the present work, we took advantage of a data set obtained in an integrative epigenomic study where they analyzed adult B-ALL patients distinguishing different immunophenotypes.^35^ Performing an accurate analysis of the expression of HDAC7, we found that HDAC7 was significantly underexpressed in pro-B-ALL patients. Therefore, it is possible that Gonzaga and colleagues did not find low levels of HDAC7 because pro-B-ALL was underrepresented in their study.

Why is HDAC7 underexpressed in specific types of B-ALL and B-cell lymphoma? Leukemogenesis and lymphomagenesis are complex malignant processes that may comprise a broad number of driver mutations, rearrangements and translocations in crucial genes, which are considered as primary lesions. We speculate that the loss of HDAC7 expression in particular types of leukemia and lymphoma may be the result of the transcriptome changes induced by a specific primary lesion. Several mechanisms could account for the loss of HDAC7 expression in leukemia and lymphoma. First, it is possible that the HDAC7 gene suffers from DNA methylation leading to its epigenetic silencing. A second potential mechanism responsible for the deregulation of HDAC7 is the action of microRNAs. In fact, another class IIa HDAC, HDAC4, has been reported to be a target of miR-155 in a Eu-miR-155 transgenic mouse model.^36^ Eu-miR-155 mice exhibit high proliferation rates of pre-B cells and develop lymphoma/leukemia. Croce and colleagues have shown that miR-155 targets HDAC4, leading to its underexpression, and that the ectopic expression of HDAC4 in diffuse large B-cell lymphoma cells inhibits miR-155-induced proliferation and increases the apoptosis of the cells.^36^ The elucidation of the molecular mechanisms involved in the repression of HDAC7 in pro-B-ALL and B-cell lymphoma is a current focus of study in our laboratory. The modulation of HDAC7 expression in specific types of B-ALL and B-cell lymphoma leading to the induction of apoptosis and the downregulation of the c-Myc oncogene may be a promising therapeutic pathway in future. On the basis of this study, HDAC7 appears to be a promising therapeutic target in these particular types of hematological disease. Our data will help to generate new, highly specific and personalized therapies for the treatment of pro-B-ALL and B-cell lymphoma.

## Materials and methods

### Plasmids and retroviral supernatant generation

pRetro-X-Tight-Pur-HDAC7 constructs were generated by cloning full length or deleted HDAC7 cDNAs obtained by EcoRI digestion of the pcDNA3.1-HDAC7 plasmids into the pRetro-X-Tight-Pur vector (Takara Bio, Otsu, Japan). MSCV-c-Myc-GFP retroviral vector was obtained from Addgene (Cambridge, MA, USA). pLKO.1-shHDAC3KD1-GFP and pLKO.1-shHDAC3KD2-GFP constructs were generated by cloning two validated shRNAs sequences that target HDAC3 (SIGMA, St. Louis, MO, USA), into the pLKO.1-GFP lentiviral vector. For retrovirus generation, pRetro-X-Tight-Pur-HDAC7 and pRetro-X-Tet-On-Advanced (Takara Bio) plasmids were transfected into the packaged cell line Platinum-E and the supernatant was collected 48 h post transfection. For lentivirus generation, the generated constructs were transfected into 293 T cells together with enveloped and packaging plasmids and supernatant was collected 48 h post transfection.

### Retroviral transduction and doxycycline treatment

Inducible HDAC7 expression in SD-1 and Namalwa cell lines was achieved by the generation of the SD-1 and Namalwa Tet-On-Tight-HDAC7 cell lines. In brief, SD-1 and Namalwa cells were first infected with the supernatant containing the pRetro-X-Tet-On-Advanced viral particles overnight and 72 h later selected with 1.5 *μ*g/ml geneticin (GIBCO, Carlsbad, CA, USA). Next the selected cells were infected with the pRetro-X-Tight-Pur-HDAC7 viral particles overnight and after 72 h selected with 3 *μ*g/ml puromycin. For HDAC7 expression, cells were treated with 500 ng/ml of doxycycline for the indicated periods. For c-Myc expression or HDAC3 knockdown, SD-1 and Namalwa Tet-On-Tight-HDAC7 cell lines were transduced with MSCV-Empty-GFP, MSCV-c-Myc-GFP, pLKO.1-GFP and pLKO.1-shHDAC3KD1+KD2-GFP and GFP-positive cells were sorted by flow cytometry.

### Proliferation and cell cycle assays

For the MTT assays, 5 × 10^4^ cells were plated onto 24-well plates. At different times, MTT was added at a final concentration of 5 mg/ml. After incubation for 3 h (37 °C, 5% CO_2_), the blue formazan derivative was solubilized in dimethyl sulfoxide and the absorbance was measured at 570 nm. Cell proliferation was also assessed by cell counting. Cell cycle and apoptosis were assessed by propidium iodide staining (distribution of cells in G_0_/G_1_, S and G_2_/M phase, and in SudG_0_) followed by flow cytometry analysis using a Gallios flow cytometer (Gallios, Beckman-Coulter, Brea, CA, USA).

### Co-Immunoprecipitation assays

Co-immunoprecipitation assays were performed as previously described in.^26^

### Mouse xenograft assay

Five-week-old male athymic *nu/nu* mice (Charles River, Wilmington, MA, USA), housed under specific pathogen-free conditions, were used in this study. To minimize tumor growth dispersion observed by subcutaneous injection of SD-1 cell line, SD-1-Tet-On-Tight-HDAC7 cells were developed in two steps: (i) 5 × 10^6^ SD-1-Tet-On-Tight-HDAC7 cells were subcutaneously injected into the back of *n*=5 animals. Once the tumors grew, they were harvested, cut into equal size small fragments and subcutaneous transplanted into the back of other nude mice. Mice bearing subcutaneous engrafted tumors (150–200 mm^3^) were randomly allocated in the two treatment groups: (i) mice drank 1% glucose; and (ii) drank 1% glucose plus 2 mg/ml doxycycline in water. The tumor growth was recorded twice per week and tumor volume (in mm3) was estimated according to the formula V=*π*/6 × L × W^2^.(W) width and (L) length. For Namalwa-Tet-On-Tight-HDAC7 cells (1.5 × 10^6^) were injected orthotopically into the middle of the spleen and the tumors were monitored by palpation twice a week. Likewise, mice were randomly allocated in the two treatment groups: (i) mice drank 1% glucose; and (ii) drank 1% glucose plus 2 mg/ml doxycycline in water. At the time of killing (30 days after induction in SD-1 cells and 15 days for Namalwa cells) all the tumors were excised and weighed, analyzed macroscopically and by hematoxylin and eosin tissue staining for histological assessment. All experiments were approved by the IDIBELL animal care and use committee.

### Immunofluorescence

Tumors were fixed in 4% formaldehyde overnight at 4 °C, embedded in paraffin wax and sectioned at 4 *μ*m. For immunofluorescence staining, antigen retrieval was performed in 10 mM sodium citrate (pH 6.0). Tumor sections were blocked with 5% horse serum in phosphate-buffered saline for 1 h at room temperature and incubated with primary antibodies overnight at 4 °C. The primary antibody used was anti-Ki67 (Thermo Scientific, Alcobendas, Spain). Tumor sections were then incubated with secondary antibodies for 1 h at room temperature. Nuclei were stained using 4′,6-diamidino-2-phenylindole. Samples were imaged on a Leica TCS SP5 spectral confocal microscope (LEICA, Barcelona, Spain), with a 63XNA 1.4 objective and using the LASAF software version 7 (LEICA). Microphotographs were analyzed with Fiji software (http://fiji.sc/). In brief, images were analyzed in gray scale and median filtered. More than 2400 cells per animal (three glucose; three glucose+Doxy) where analyzed in Ki67 staining and apoptotic nuclei.

### Western blot

Western blot analysis was performed according to standard procedures. Western blots were developed with the ECL detection kit (Amersham Biosciences, Pittsburgh, PA, USA).

### RT-qPCR expression analyses

RT-qPCR analysis were performed as previously described in.^20^

### GSE34861 analysis

Expression profiling (microarray) of 191 samples of adult B-lineage ALL and 3 normal pre-B samples were extracted from GEO database (GSE34861). Raw data were robust multichip average (RMA) normalized using the RMA algorithm in NimbleScan 2.5 software (Roche NimbleGen, Inc, Basel, Switzerland). For differential expression analysis, average Log2 expression of the normal samples were subtracted from each cancer patient expression data (Log2 value) for each gene using in house python script. The association between the immunophenotypes of the various B-ALL patients and the downregulated levels of HDAC7 was examined using the Fisher test. Two HDAC7 probes were analyzed: cds1 Homo sapiens histone deacetylase 7A (HDAC7A), transcript variant 1, mR and cds2 Homo sapiens histone deacetylase 7A, mRNA (cDNA_clone_MGC:74915_IMAGE:6179239), complete cds. Both the probes were normalized with respect to values of healthy patients. GSE34861 data were analyzed under R statistical language. The *q*-values where obtained from multiple correction by false discovery rate (FDR). The odds ratio (OR) shows the association between ALL immunophenotype and the downregulation of HDAC7. If an OR>1 indicates that ALL immunophenotype is positively associated with having downregulated levels of HAC7, whereas OR<1 indicates negative association between having the specific ALL immunophenotype and HDAC7 downregulation. An OR=1 indicates no association between ALL immunophenotype and HDAC7 expression. To identify the associations between the characterized cytogenetic features of B-ALL and low levels of HDAC7 expression we applied the Wilcox test. Data were analyzed using the R statistical language. To assess the correlation between *c-MYC* and the two *HDAC7* probes in the 191 B-ALL patients the Pearson correlation coefficient was computed (rho) and linear regression was performed.

### Microarray experiments

SD-1 Tet-On-Tight-HDAC7 or SD-1 cells were treated or not for 24 h with doxycycline and collected in Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA was extracted as described above. PCR-amplified RNAs were hybridized against an Affymetrix human array chip (Affymetrix Human Genome U219 Strip, Santa Clara, CA, USA) at the IRB genomics facility. Affymetrix raw CEL files have been deposited in the GEO database (GSE51895).

### Microarray analysis

Expression data were analyzed using the R statistical program. The RMA method was applied to the raw data. This comprises three steps: convolution background adjustment, probe-level quantile normalization and median polish summarization. Linear model analysis (LIMMA package, Bioconductor) was used to identify the significant upregulated and downregulated genes. A FDR multiple test was applied to the *P*-values obtained from the LIMMA procedure; the upregulated and downregulated genes were considered to be significant for the values of adjusted *P*≤0.05. Values of log2FC≥0.5 and log2FC≤0.5, respectively, indicated the upregulated and downregulated genes.

### Functional and pathway enrichment analysis

Functional annotation of differentially expressed genes was based on GO (Consortium, 2000; http://www.geneontology.org) as extracted from the EnsEMBL and the KEGG pathway databases. Accordingly, all genes were classified into ontology categories. We took only the GO/pathway categories that had at least 10 annotated genes. We used GiTools for enrichment analysis and heatmap generation ^37^(www.gitools.org). The resulting *P*-values were adjusted for multiple testing using Benjamin and Hochberg's FDR method.

### Putative TF motif occurrence in promoter region

The possible occurrence of the TF motif in the promoter region (500-bp upstream and 200-bp downstream of the transcription start site) was predicted with the STORM algorithm,^38^ applying a cutoff of *P*=0.0000125 and position frequency matrices from the TRANSFAC database^39^ (professional version release 2009.4).

### Statistical analyses

All data, except those from the arrays, were analyzed using GraphPad Prism5 (GraphPad, San Diego, CA, USA). Student's *t*-test and one- or two-way ANOVA, incorporating Bonferroni multiple comparisons, were carried out to evaluate the differences between the groups.

## Figures and Tables

**Figure 1:**
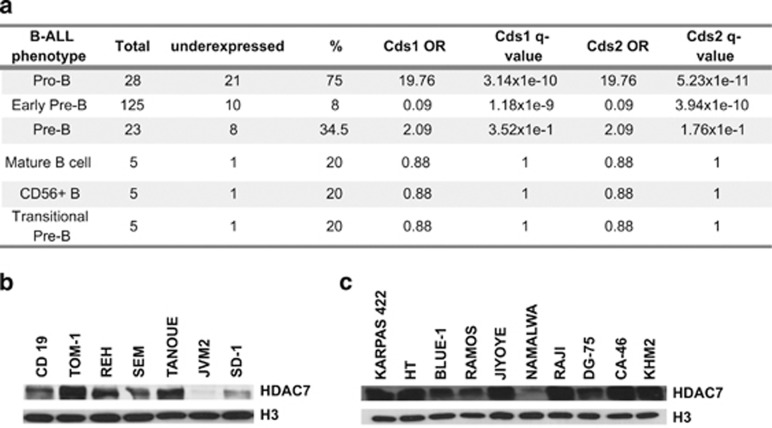
HDAC7 is underexpressed in pro-B acute lymphoblastic leukemia (ALL) and B-cell lymphoma. (**a**) Table shows the results of the Fisher test. The *q*-values result from multiple correction by FDR. The OR (odds ratio) shows the association between an ALL type and HDAC7 underexpression. OR>1 indicates that ALL type is positively associated with underexpression, whereas OR<1 indicates that it is negatively associated with underexpression. An OR=1 indicates no association between ALL type and regulation. (**b**) and (**c**) represent the western blots for HDAC7 in B-ALL and lymphoma cell lines

**Figure 2:**
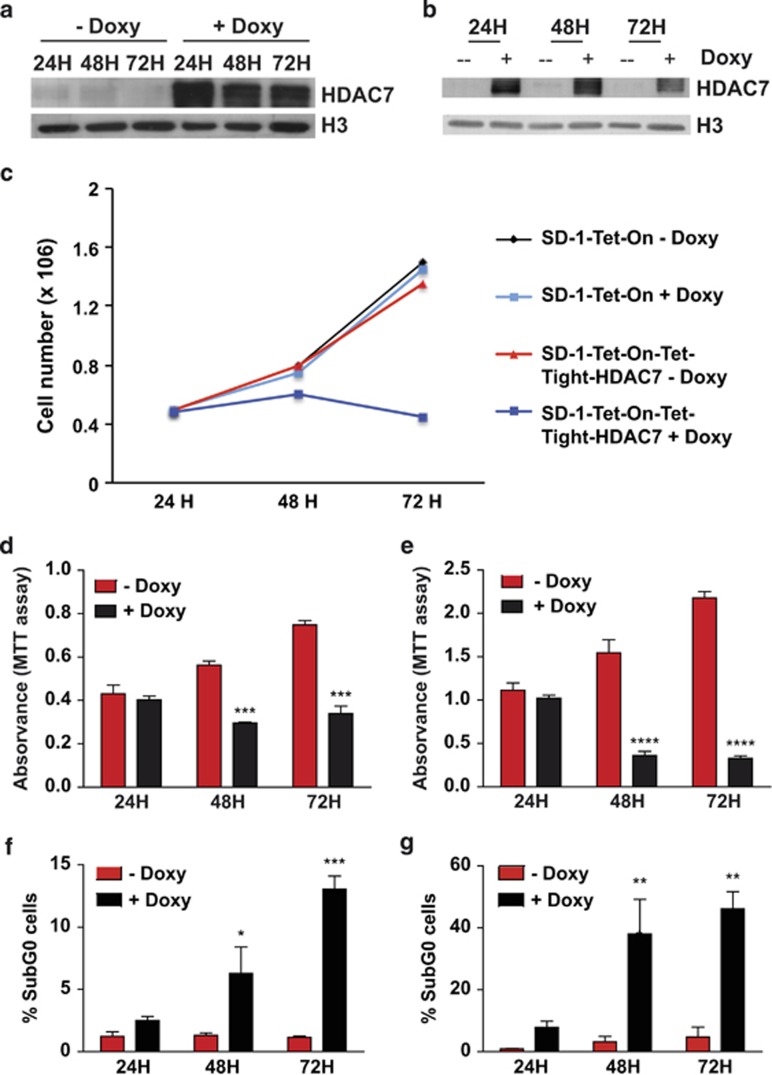
Forced expression of HDAC7 in SD-1 and Namalwa cell lines blocks their proliferation capacity and induces apoptosis. (**a**) and (**b**) SD-1 and Namalwa cells were transduced to express HDAC7 in a doxycycline-inducible manner (SD-1-Tet-On-Tight-HDAC7 and Namalwa-Tet-On-Tight-HDAC7 cells). Representative western blots showing HDAC7 protein levels after cell treatment with doxycycline. (**c**) SD-1-Tet-On and SD-1-Tet-On-Tight-HDAC7 cells were cultured and treated, or not, with doxycycline. At the indicated times after treatment, the cell number was assessed by cell counting. Trypan blue-dyed cells were omitted from the cell counts. Means±S.D. of the four independent experiments performed in triplicate. (**d**) and (**e**) Mean±S.E.M. of the absorbance units from five independent MTT assays performed in triplicate, of SD-1-Tet-On-Tight-HDAC7 (left) and Namalwa-Tet-On-Tight-HDAC7 (right) treated, or not, with doxycycline. ***P<0.001; ****P<0.0001. (**f**) and (**g**) show the percentage of cells in SubG0 from three independent experiments in SD-1-Tet-On-Tight-HDAC7 (left) and Namalwa-Tet-On-Tight-HDAC7 (right) cells treated, or not, with doxycycline for the indicated times. *P<0.05; **P<0.01; ***P<0.001

**Figure 3:**
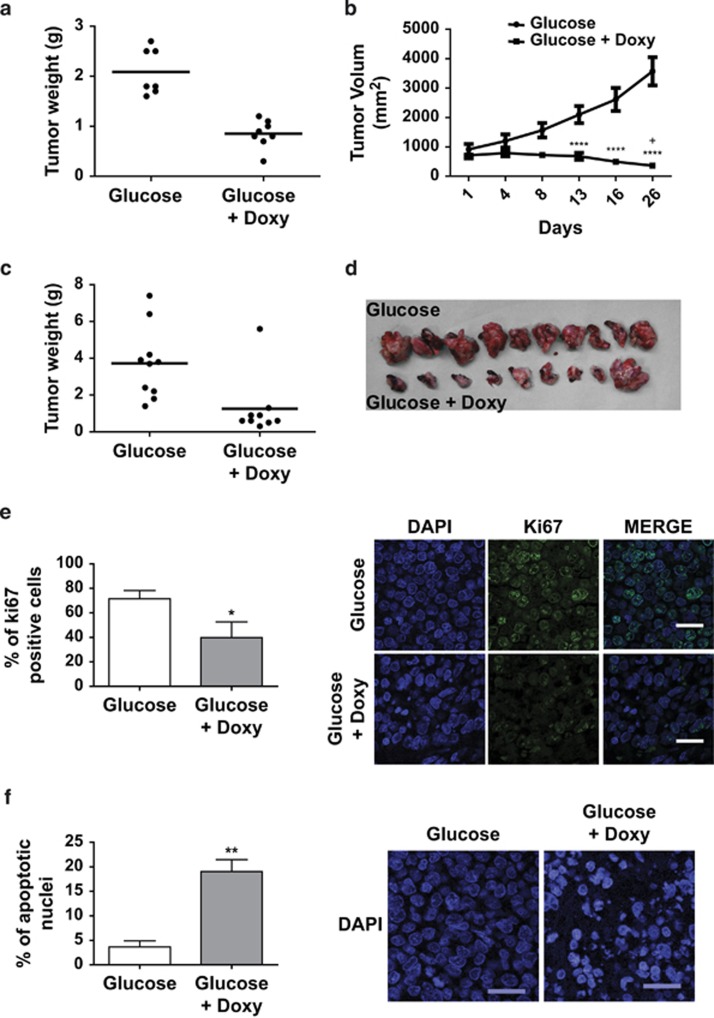
HDAC7 impairs the oncogenic capacity of SD-1 and Namalwa cells. Xenographic assays were performed with SD-1-Tet-On-Tight-HDAC7 and Namalwa-Tet-On-Tight-HDAC7 cells. SD-1 cells (5 × 10^6)^ were injected subcutaneously and 1.5 × 10^6^ Namalwa cells were orthotopically injected into the spleen. Treatment with doxycycline was started 2 weeks after injection. (**a**) and (**b**) Tumor weight at the end point of the experiment and tumor growth during the experiment of SD-1-Tet-On-Tight HDAC7 cell xenographic assays. (**c**) and (**d**) Graph of tumor weight and pictures of the tumors of Namalwa Tet-On-Tight-HDAC7 cell xenographic assays. (**e**) HDAC7 expression reduced the number of KI67-positive cells and promoted an increased in the number of apoptotic nuclei. Panel (**e**) shows the frequency of Ki67-positive cells in the SD-1-Tet-On-Tight-HDAC7 xenographic assay. More than 2400 cells per animal (three glucose; three glucose+Doxy) were analyzed. *P<0.05. (**f**) Percentage of condensed or fragmented nuclei of all nuclei from >2400 cells per animal (three glucose; three glucose+Doxy). **P<0.01

**Figure 4:**
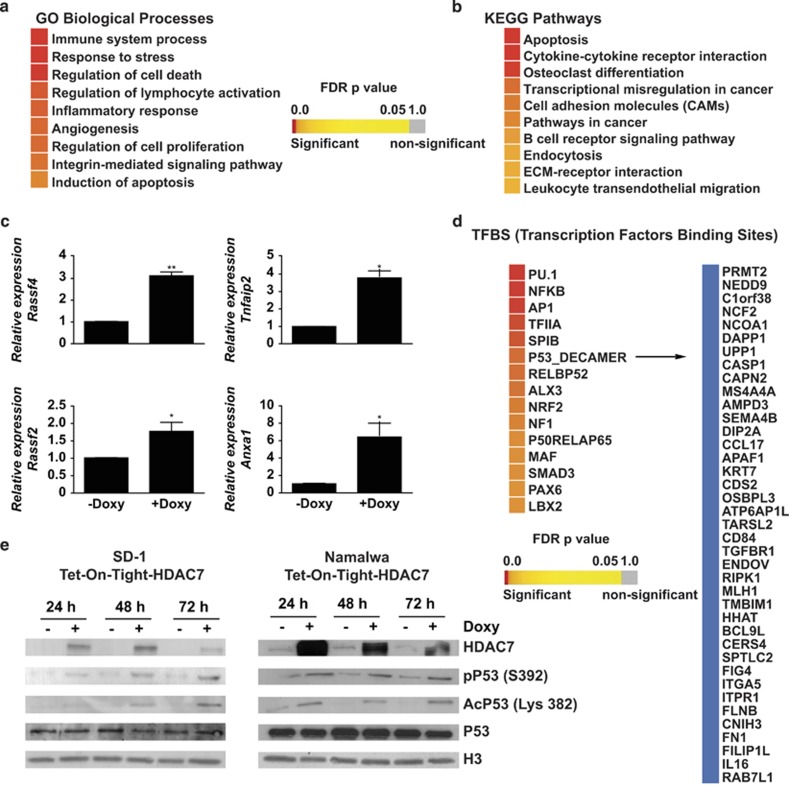
HDAC7 expression results in the enrichment of apoptotic and immune system programs and p53 activation in SD-1 cells. (**a**) and (**b**) Heatmaps showing significantly (adjusted *P*<0.05) enriched GO biological processes and KEGG pathways among the upregulated genes after HDAC7 expression. (**c**) RT-qPCR validation for the selected upregulated genes. *P<0.05; **P<0.01. (**d**) TF-binding sites enriched in the upregulated genes after HDAC7 expression. p53 target genes are shown. (**e**) Representative western blot of SD-1-1-Tet-On-Tight HDAC7 and Namalwa-1-Tet-On-Tight HDAC7 cells treated, or not, with doxycycline for the indicated times showing p53 phosphorylation and acetylation status

**Figure 5:**
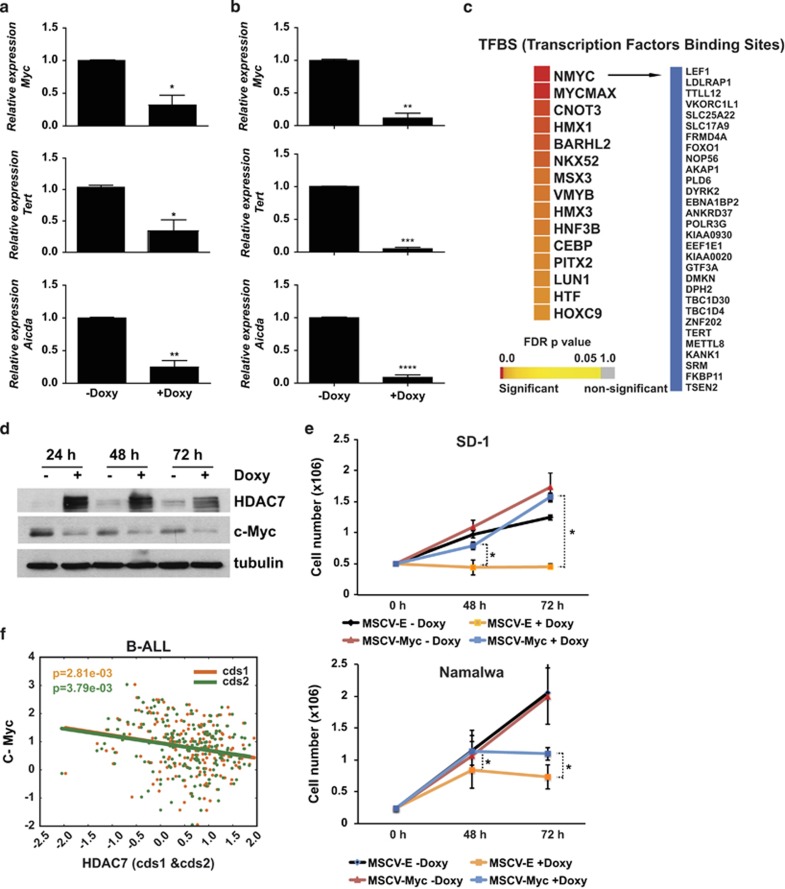
HDAC7 leads to the repression of c-Myc in SD-1 and Namalwa cells. (**a**) and (**b**) RT-qPCR validation for selected downregulated genes in the presence of HDAC7 are shown in SD-1-1-Tet-On-Tight HDAC7 (**a**) SD-1 and Namalwa-Tet-On-Tight HDAC7 cells (**b**). *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001. (**c**) TF-binding sites enriched in the downregulated genes after HDAC7 expression in SD-1 cells. Myc target genes are shown. (**d**) Western blot showing the downregulation of c-Myc after HDAC7 expression in SD-1 cells. (**e**) SD-1-Tet-On-Tight-HDAC7 and Namalwa-Tet-On-Tight-HDAC7 cells transduced with either MSCV-Empty or MSCV-c-Myc retroviral vectors were cultured and treated, or not, with doxycycline. At the indicated times after treatment, the cell number was assessed by cell counting. Trypan blue-dyed cells were omitted from the cell counts. Means±S.D. of the three independent experiments performed in triplicate. *P<0.05 (**f**) GSE34861 data were analyzed to determine any correlation between *HDAC7* and *c-MYC* expression. c-MYC and HDAC7 probes were normalized with respect to values of healthy patients. The graph shows the negative correlation between c-MYC and HDAC7 (cds1 *ρ=*−2.15e-01; cds2 *ρ=*−2.09e-01) expression in the B-ALL patients

**Figure 6:**
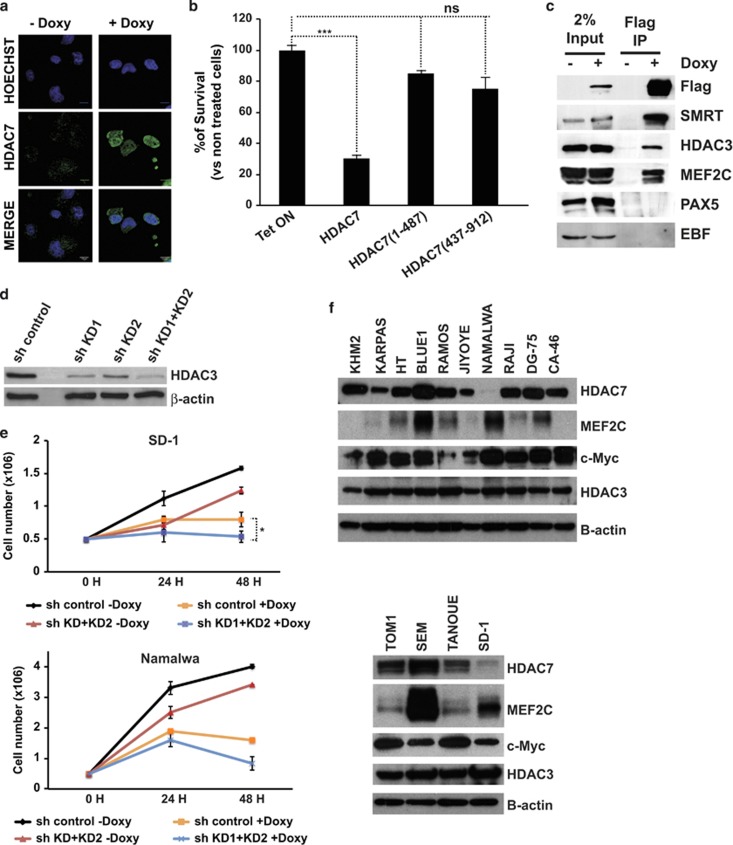
HDAC7 interacts with MEF2C, HDAC3 and SMRT and is localized in the nucleus. (**a**) Namalwa-Tet-On-Tight-HDAC7 cells were treated, or not, with doxycycline for 24 h. The subcellular localization of HDAC7 was determined by immunofluorescence. (**b**) Mean±S.E.M. of the percentage of survival cells from three independent MTT assays performed in triplicate of Namalwa cells expressing empty vector, wild-type HDAC7, and HDAC7 (1–487) and HDAC7 (438–915) deleted forms treated, or not, with doxycycline. ***P<0.001. (**c**) Cell lysates from Namalwa-Tet-On-Tight-HDAC7 treated, or not, with doxycycline were immunoprecipitated with anti-M2 agarose beads and analyzed by western blotting with the indicated antibodies. (**d**) Namalwa-Tet-On-Tight-HDAC7 cells were transduced with lentiviral vectors for the expression of the control shRNA or the shRNAs targeting HDAC3, and GFP-positive cells were purified by flow cytometry. HDAC3 protein levels were assessed by western blot. (**e**) SD-1-Tet-On-Tight-HDAC7 and Namalwa-Tet-On-Tight-HDAC7 cells transduced with either pLKO.1-shRNA control or pLKO.1-shHDAC3KD1+KD2 lentiviral vectors were cultured and treated, or not, with doxycycline. At the indicated times after treatment, the cell number was assessed by cell counting. Trypan blue-dyed cells were omitted from the cell counts. Means±S.D. of the three independent experiments performed in triplicate. (**f**) Western blots for HDAC7, MEF2C, c-Myc and HDAC3 in B-ALL and lymphoma cell lines

## Abbreviations

HDAC7: histone deacetylase 7
B-ALL: B-cell acute lymphoblastic leukemia
MEF2C: myocyte enhancer factor C
HDIs: histone deacetylase inhibitors

# Supplementary material for: The transcriptional repressor HDAC7 promotes apoptosis and c-Myc downregulation in particular types of leukemia and lymphoma
**Source:** Cell Death Dis. 2015 Feb 12;6(2):e1635–. doi: 10.1038/cddis.2014.594
**Supplement:** Supplementary Table S1

**Supplementary Table S1. HDAC7 induced genes belonging to apoptosis, immune processes and** cancer categories.

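Table S1 of the supplement gives, for a selection of the genes higher with doxycycline, the log2 fold change and the p-value from the array comparison and marks each gene for apoptosis, immune processes or cancer. A gene may carry several marks. Of its 52 genes, 46 were analysed here, and all 46 had a positive log2 fold change on their brightest probe set, between 0.27 (ATM) and 2.05 (ANXA1) with a median of 0.79. In limma 7 of them passed on that probe set and 11 on any probe set; with the replicate pairs as a block 35 and 44 passed. Adjusted over the list alone, 41 passed, which is not independent evidence because the genes were selected on these arrays.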

# Supplementary material for: The transcriptional repressor HDAC7 promotes apoptosis and c-Myc downregulation in particular types of leukemia and lymphoma
**Source:** Cell Death Dis. 2015 Feb 12;6(2):e1635–. doi: 10.1038/cddis.2014.594
**Supplement:** Supplementary Table S2

Supplementary Table S2. HDAC7 repressed genes belonging to immune processes and cancer categories.

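Table S2 lists genes lower with doxycycline in the same form. Of its 21 genes 19 were analysed here, and all 19 had a negative log2 fold change, between -1.54 (IGFBP3) and -0.32 (VAV3) with a median of -0.76. In limma IGFBP3, CERKL and TERT passed on their brightest probe set; with the replicate pairs as a block 14 passed, and 17 when adjusted over the list alone, which is not independent evidence because the genes were selected on these arrays. Of the 7 genes marked as immune, 6 were analysed and 0 passed in limma, although all 6 were lower at an unadjusted p under 0.05 and 4 passed with the block. Of the 16 marked for cancer, 14 were analysed, 2 passed and 11 did so with the block.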

Log2FC	pValue	Gene Symbol	Apoptosis	Immune System	Cancer	Nature
-1,5	3,41E-05	TNFRSF19			*	TNF-receptor superfamily
-1,5	8,84E-07	IGFBP3			*	insulin-like growth factor binding protein (IGFBP) family
-1,5	7,42E-05	ARHGAP18			*	Rho GTPase-activating protein
-1,4	4,12E-03	AICDA		*	*	RNA-editing deaminase
-1,2	1,90E-04	VAV3			*	Guanine nucleotide exchange factor for RHO GTPASES
-1,1	4,04E-04	ZFAT		*		Transcription factor
-1,1	2,71E-05	CERKL	*			Ceramide kinase-like protein
-1,1	4,30E-05	TERT			*	Telomerase
-1,0	1,66E-04	ITGA4		*	*	Integrin alpha subunit
-1,0	1,23E-03	MYC			*	Multifunctional nuclear phosphoprotein
-0,9	2,50E-03	GNG7			*	Guanine nucleotide-binding protein γ-7
-0,9	2,47E-04	IRF4		*	*	Lymphoid-specific interferon regulatory factor
-0,9	5,16E-04	CTSC		*		A papain-like cysteine protease
-0,8	7,52E-05	DHX33			*	DEAD box protein
-0,7	4,48E-04	MTDH			*	Cell adhesion molecule
-0,7	1,52E-03	MYBBP1A			*	Nucleo-cytoplasmic transporter protein
-0,7	1,39E-03	EEF1E1			*	Peptide elongation factor
-0,7	5,46E-04	PNO1		*		Rna binding protein
-0,7	1,12E-03	MGLL			*	Serine hydrolase of the AB hydrolase superfamily
-0,6	2,30E-03	TNFRSF13B		*		TNF-receptor superfamily member
-0,5	2,47E-03	TPD52			*	Neoplasm protein

How the deposited data were processed for this re-analysis (not part of the article)

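The arrays measured RNA of SD-1-Tet-On-Tight-HDAC7 cells after 24 h with (3 arrays) or without (3 arrays) doxycycline, and of parental SD-1 cells (2 arrays), on Affymetrix Human Genome U219 arrays. The authors made the deposited values, log2 expression per probe set, from the scanned arrays with RMA; the submitters' processing notes name affy and RMA and give no version. The scanned images were not used here. The titles of the parental arrays and their descriptions contradict each other on doxycycline, so these arrays were given values only, or were used in alternatives under both readings.

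Of 49386 probe sets, 93 controls were left out. The remaining 49293 were paired with genes through the annotation of the array, 45253 with 1 gene, 1327 with several and 2713 with none named here; of those with 1 gene, 81 had a gene identifier that was not in the gene table used. Probe sets paired with 1 gene stood for 18239 genes, each by its probe set with the highest mean over the 6 arrays. Some items are not reported here. No probe set was filtered for low signal in the main test, and no measure of background was used, so changes in dim probe sets are known less precisely.

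Doxycycline was compared with no doxycycline by limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 4.83 prior and 8.83 total degrees of freedom and Benjamini-Hochberg adjustment over all 49293 probe sets. A probe set was called at an adjusted p of 0.05 or less and an absolute log2 fold change of 0.5 or more. The deviations of replicates with the same number from their condition means correlated with r = 0.427, 0.192 and 0.313, against -0.393 to 0.0800 for other numbers and a limit of 0.1. The numbers were therefore taken to pair the arrays, which neither the labels nor the paper state. Deviations within a condition cancel out, so the values for same and other numbers are not independent. A second limma fit therefore kept the pairs as a block.

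The gene lists, written before the data were examined, were pro-apoptotic and death receptor genes, anti-apoptotic genes, p53 target genes, MYC target genes, RNA polymerase I and III subunits, interferon-stimulated genes, NF-kB target genes, B-cell identity genes, early B-cell genes, plasma cell genes, myeloid genes, T-cell and NK-cell genes, B-cell receptor signalling genes, cytokines with chemokines and their receptors, integrins and adhesion molecules, antigen presentation genes, cell cycle genes, heat-shock and chaperone genes, ATF4 target genes, endoplasmic reticulum stress genes, HDACs and partners, oncogenes and tumor suppressors of B-cell malignancy, and nuclear genes of mitochondria (respiratory chain and ATP synthase subunits, TFAM and 2 ribosomal proteins). Each was compared with all other genes by camera of limma with its preset correlation of 0.01, and p-values were adjusted over the 23 lists. Member counts were made over all probe sets and again with adjustment over the list alone. Genes were named by a rule written before the data were examined: HDAC7, genes the paper names from these arrays, called genes with the largest changes, called or most changed members of each list, called genes of Tables S1 and S2, HDACs and their partners, and p53 targets. The paper's Tables S1 and S2 and its Data Sets, made from these arrays, had been seen by then. Neither the lists nor the rule were blind to them.

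The fit was tested on simulated data in which 200 of 49293 probe sets changed by 0.5, 1 or 2, without and with deviations shared within pairs. A gene list was shifted by a smaller amount besides. Of the probe sets changed by 0.5 the fit recovered 0%. At 1 it recovered 71.0% without and 46.8% with the block where no deviations were shared, and 82.3% and 88.7% where they were. At 2 it recovered between 97.3% and 98.7%. Recovery depends on the share of probe sets that change, and at 0.5 also on the fold change limit. These shares are therefore not the power of the fit on the real arrays.

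Alternatives set before the data were examined were the block, the probe sets with an interquartile range above the median, those above the median brightness, eBayes with trend and robust settings, centring, a further quantile normalization, all 8 arrays, the difference of differences against the parental arrays under both readings, leaving out each array, unadjusted p limits, no fold limit, the mean of a gene's probe sets, any probe set of a gene, an estimated correlation in camera, and limma's fry, which tests a list against no change. Gene ontology, pathway and motif enrichment were not rerun.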

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

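Of the tests in this part, those on pairs of arrays, the differences of list medians between the parental arrays and the counts of probe sets under other splits were chosen after the results were seen. The difference of differences for HDAC7 and the count of lists under other splits were chosen before.

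The change in HDAC7 differed between SD-1-Tet-On-Tight-HDAC7 and parental cells by a test of the difference itself. On its brightest probe set the difference was 5.80 under the reading of the parental labels that makes it smaller (adjusted p = 0.0107 from limma) and 5.89 under the other (adjusted p = 0.00654). Each parental condition has 1 array, assumed to vary like the others, so the spread comes from the SD-1-Tet-On-Tight-HDAC7 arrays.

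Lists outside those the paper discusses were called: plasma cell genes (median log2 fold change -0.38), RNA polymerase I and III subunits (-0.28), interferon-stimulated genes (0.38), antigen presentation genes (0.23), endoplasmic reticulum stress genes (-0.14) and B-cell identity genes (0.12). With an estimated correlation 0 of the 23 lists passed in camera, and the lowest adjusted p was 0.0919.

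Plasma cell genes were lower with doxycycline by camera (adjusted p = 0.157 with an estimated correlation). A single deviating pair of arrays is argued against, since the pair median closest to 0 was -0.304 (SD between pairs 0.0390). Doxycycline itself and the induced HDAC7 cannot be told apart: between the parental arrays the list's median differed by 0.0896 (SD 0.185 between arrays of a condition), with only 1 parental array per doxycycline status.

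MYC target genes were lower with doxycycline by camera (adjusted p = 0.157 with an estimated correlation). The pair median closest to 0 was -0.268 (SD between pairs 0.0613), which argues against a single pair of arrays. An effect of doxycycline itself stays open for the same reason, with a parental difference of 0.0104 (SD 0.130).

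NF-kB target genes were higher with doxycycline by camera (adjusted p = 0.0919 with an estimated correlation). The pair median closest to 0 was 0.429 (SD between pairs 0.0431), which argues against a single pair of arrays, while an effect of doxycycline itself stays open, with a parental difference of 0.0601 (SD 0.136).

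The 6 arrays can be split into 3 and 3 in 10 ways. The real split called 50 probe sets and the highest of the others 0, so 1 of 10 was as large. Of the 4 splits that part all 3 pairs, 1 was as large with the block (893 probe sets, highest other 0). For lists, 2 of 10 splits were as large, the real one with 12 and the highest other with 13, a split that parts 1 pair. Each of the other splits, which mix the conditions, called between 3 and 13 lists and 0 probe sets. List calls by camera with its preset correlation thus did not need the real split. These splits are too few for a share under 0.05.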

How the results depend on the processing

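The block without 1 pair, the limits on all probe sets and the fit of 4 groups were chosen after seeing the data. Other alternatives were set before. The fit of 4 groups, the 2 conditions and each parental array, gave the log2 fold changes of the paper's Data Sets to within 4.9e-06. It gave their t statistics to within 4.8e-05. Counts of probe sets, then genes, each higher and lower, were 515, 378, 314 and 242 with the block; 215, 114, 127 and 69 for probe sets with an interquartile range above the median; 70, 34, 46 and 27 above the median brightness; 59, 29, 38 and 23 with trend and robust; 343, 21, 249 and 21 as a difference of differences by titles; 6, 139, 4 and 106 by descriptions; 658, 457, 404 and 303 at an unadjusted p of 0.01 or less; 712, 351, 423 and 224 at 0.01 for higher and 0.005 for lower with an interquartile range above the median; and 658, 352, 404 and 239 at these limits on all probe sets. Leaving out 1 array gave 3 to 15 probe sets higher, 0 to 11 lower, 1 to 12 genes higher and 0 to 8 lower. The block without pair 1 gave 123, 79, 76 and 52, without pair 2 77, 32, 45 and 20, and without pair 3 1461, 975, 918 and 644. Centring, a further quantile normalization, all 8 arrays and no fold limit kept the counts within 1.5 times. The causes were not tested.

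List values are adjusted p. Those by titles or descriptions rest on 1 array per parental condition and hold no spread between parental replicates. With the block, adhesion was at 0.0785 and heat-shock at 0.0232, and no other list call changed. With an interquartile range above the median, early B-cell genes turned (0.980), adhesion was at 0.0507, heat-shock at 0.00491 and endoplasmic reticulum stress at 0.127; above the median brightness B-cell identity was at 0.0507. B-cell receptor signalling passed with centring (0.0370), quantile normalization (0.0307) and all 8 arrays (0.0333). By titles, pro-apoptotic (0.353), interferon-stimulated (0.0838), B-cell identity (0.475) and antigen presentation genes (0.217) did not pass, myeloid (0.0248), T-cell and NK-cell genes (0.0219) and oncogenes (0.0129) passed, and anti-apoptotic genes (0.743), p53 targets (0.983), B-cell receptor signalling (0.95), adhesion (0.983), cell cycle genes (0.134) and HDACs (0.960) turned. By descriptions, anti-apoptotic (0.0424), B-cell receptor (0.00878) and cell cycle genes (0.00905) passed, RNA polymerase (0.273) and endoplasmic reticulum stress genes (0.938) did not, and early B-cell (0.273), myeloid (0.574), T-cell and NK-cell (0.252), ATF4 (0.571) and oncogene lists (0.0424) turned. With the mean of a gene's probe sets, B-cell identity was at 0.0693 and early B-cell genes turned (0.988). An estimated correlation gave 0.180 for pro-apoptotic, interferon-stimulated and adhesion genes, 0.311 for p53 targets and endoplasmic reticulum stress, 0.157 for MYC targets, RNA polymerase, plasma cell and antigen presentation genes, 0.0919 for NF-kB targets and cytokines and 0.266 for B-cell identity; of lists called only under alternatives, it gave 0.378 for anti-apoptotic, 0.461 for B-cell receptor, 0.689 for cell cycle, 0.497 for myeloid, 0.667 for T-cell and NK-cell and oncogene lists and 0.633 for heat-shock. Fry, which tests a list against no change and not against other genes, gave 0.0789 for pro-apoptotic, MYC target, plasma cell and adhesion genes, 0.251 for p53 targets and endoplasmic reticulum stress, 0.0905 for RNA polymerase and 0.0991 for interferon-stimulated, B-cell identity and antigen presentation genes.

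Without 1 array, lists that changed ranged over 0.0804 to 0.976 (ATF4), 0.000449 to 0.161 (B-cell identity), 0.00838 to 0.487 (B-cell receptor), 0.256 to 0.926 (early B-cell), 0.00107 to 0.157 (endoplasmic reticulum stress), 0.0313 to 0.556 (heat-shock), 0.00633 to 0.308 (adhesion), 0.0407 to 0.369 (myeloid) and 0.000693 to 0.137 (p53 targets). Log2 fold changes turned for CDKN1A (-0.010 centred, -0.055 by descriptions, -0.026 to 0.077 without 1 array), IFI44L (-0.74 by titles) and HERC6 (-0.14 by descriptions). So did those of MEF2C (0.21 by descriptions, -0.17 to 0.091 without 1 array) and MDM2 (0.37 by descriptions, 0.0021 as a mean of probe sets, -0.079 to 0.023 without 1 array). HSPA8 turned with quantile normalization (-0.0058), by titles (-0.037), as a mean of probe sets (-0.29) and without 1 array (-0.043 to 0.12). The limit on the interquartile range left a dimmer HSPA8 probe set in place of its brightest, at -0.58.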

Differences from the paper's values

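Values on the probe sets of the Data Sets and counts at unadjusted limits on all probe sets, 0.01 for higher and 0.005 for lower, were added after seeing the data. The other alternatives were set before, but with the Data Sets already seen.

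At its stated limits, the paper gives 410 genes higher, 250 lower and 660 in all, against 23, 11 and 34 here. Of the alternatives set before, 3 came near the paper's counts. They were the block (314, 242 and 556) and an unadjusted p of 0.01 or less (404 higher and 303 lower). The third was 0.01 for higher with 0.005 for lower on probe sets with an interquartile range above the median (423 and 224). The other 15 lay further away. A near count is not the same list. The block called 254 of the 408 entries of Data Set 1 and 180 of the 250 of Data Set 2, so it does not reproduce them. The limits of 0.01 for higher and 0.005 for lower on all probe sets, chosen after seeing the values, give 404 and 239. They drop 0 of the 408 and 0 of the 250 entries of the Data Sets. That was fixed in advance, because they lie above every unadjusted p listed there, the highest being 0.0089 in Data Set 1 and 0.00496 in Data Set 2. The Data Sets themselves were not cut at the stated adjusted limit. In the paper's Data Set 1 the adjusted p is 0.05 or less for 21 of the 408 probe sets held here, and in Data Set 2 for 9 of 250; the highest are 0.300 and 0.244.

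A log2 fold change was said to differ where its gap to the paper's value exceeded the larger of the conditions' SDs, or its sign was opposite. A noisy gene can thus lie far from the table without differing, such as TNFAIP2 at 1.57 against 2 (SD 0.46). Of 65 genes of Tables S1 and S2 compared, 11 differed by this rule, 54 did not and 0 had the opposite sign. Below, no difference means within that SD. For ATM the paper gives 0.7 and the value here is 0.27, with no difference by descriptions (0.44) or without no-doxycycline replicate 3 (0.42), and 0.090 without no-doxycycline replicate 2. For CD44 it gives 0.6 against 0.41, with none without no-doxycycline replicate 3 (0.48). For GNG2 it gives 1.1 against 0.83 and for IKZF1 0.9 against 0.52, and both differed under all alternatives set before. For ITGA5 it gives 0.8 against 0.56, with no difference by titles (0.84). For JAK1 it gives 0.6 against 0.41, with none under quantile normalization (0.42), by descriptions (0.58), without no-doxycycline replicate 1 (0.52) or doxycycline replicate 2 (0.42) or 3 (0.46), or as the mean of probe sets (0.52).

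For PDE4B the paper gives 0.5 against 0.72, with no difference by titles (0.56), without doxycycline replicate 1 (0.65) or as the mean of probe sets (0.64). For PRMT2 it gives 0.7 against 0.56, with none by titles (0.78) or without no-doxycycline replicate 1 (0.61) or doxycycline replicate 3 (0.62). For RHOV it gives 0.9 against 0.54, with none by titles (0.83). For ARHGAP18 it gives -1.5 against -0.88, with none by titles (-1.26). For VAV3 it gives -1.2 against -0.32, different under all alternatives set before. The other alternatives left each of these differences in place.

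On the probe set that the Data Sets list, a choice made after seeing the values, the log2 fold changes are 0.72 (ATM), 0.68 (CD44), 1.11 (GNG2), 0.88 (IKZF1), 0.77 (ITGA5), 0.58 (JAK1), 0.73 (PDE4B), 0.67 (PRMT2), 0.92 (RHOV), -1.48 (ARHGAP18) and -1.19 (VAV3). Of these 11, 9 lie within 0.05 of the table, as do 48 of all 65.

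The paper names FAS, TP53BP2, CD40, CD44, ATM, IRAK2, CD86, RAB31, NEDD9 and MYC as changed, and none passed here on its brightest probe set without the block. With the block FAS, TP53BP2, CD40, IRAK2, CD86, RAB31, NEDD9 and MYC passed, and CD44 and ATM did so on another probe set. Over probe sets with an interquartile range above the median CD40, IRAK2, CD86, RAB31, NEDD9 and MYC passed, with the mean of a gene's probe sets IRAK2, CD86 and NEDD9, and with trend and robust settings NEDD9.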

Other observations

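All tests across samples in this part follow lists and comparisons set before the data were examined, except the comparison of the parental arrays, which was chosen after.

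Plasma cell genes had a negative log2 fold change in 20 of 24. TNFRSF17, the BCMA receptor of plasma cells, had a value of -2.34 (standard error 0.54, n = 3 per condition), JCHAIN, which joins immunoglobulin polymers, -1.75 (standard error 0.59) and GPRC5D, a plasma cell surface receptor, -1.49 (standard error 0.25). They passed with the block (adjusted p = 0.00791, 0.0117 and 0.000831). For GPRC5D the parental arrays read 6.22 and 5.88, nearer the mean with doxycycline (5.81) than that without (7.30). For TNFRSF17 (8.45 and 8.49) and JCHAIN (10.11 and 10.17) they lay above the means without doxycycline (8.25 and 9.37). By limma 0 of the 24 passed, with 2 higher and 12 lower at an unadjusted p under 0.05, while 9 fell with the block and 9 when adjusted over the list alone. By camera the list was lower than other genes (adjusted p = 7.89e-10; adjusted p = 0.157 with an estimated correlation). Of 29 B-cell identity genes, CXCR5 and CR2 rose; 4 rose and 1 fell with the block, and as many when adjusted over the list alone. The list was higher by camera (adjusted p = 0.0219; adjusted p = 0.266 with an estimated correlation), a call lost without no-doxycycline replicate 2 (0.161) or 3 (0.0838) or doxycycline replicate 1 (0.0608) or 3 (0.0804), with the parental difference by titles subtracted (0.475), above the median brightness (0.0507) and with the mean of a gene's probe sets (0.0693).

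Heat-shock genes HSPA1B and HSPA1L had log2 fold changes of 1.46 (standard error 0.23) and 0.66 (standard error 0.25), and the cochaperone BAG3 0.43. HSPA1B passed with the block (adjusted p = 0.00187), and by limma 0 of 23 passed on their brightest probe sets, with 4 higher and 0 lower at an unadjusted p under 0.05 and 1 higher when adjusted over the list alone. HSPA8, chosen after its value was seen, fell by 1.36 on 1 of its 7 probe sets (adjusted p = 0.0398), from 5.55 to 4.19, while its brightest read 12.09 without and 12.12 with doxycycline and turned under some settings. The list did not pass by camera (adjusted p = 0.114, and 0.0232 with the block), and passed without doxycycline replicate 1 (0.0324) or 3 (0.0313) and over probe sets with an interquartile range above the median (0.00491). With all 6 arrays and probe sets, the heat-shock list had an adjusted p of 0.633 with an estimated correlation, and 0.331 with the block as well. ATF4 targets did not pass either (adjusted p = 0.571), and turned without no-doxycycline replicate 3 (0.976) or doxycycline replicate 2 (0.256) or by descriptions (0.571), and 0 of 31 passed in limma or over the list alone on their brightest probe sets, with 2 higher and 1 lower at an unadjusted p under 0.05. ATF3 (0.75) and DDIT4 (0.64) passed with the block (adjusted p = 0.0210 and 0.0295), and ATF3 passed in limma on 1 of its 7 probe sets (0.90, adjusted p = 0.0398). SLC7A11 had a value of 0.59 and SLC7A5 one of -0.32. Without doxycycline replicate 3 DDIT4 was at 0.41 and SLC7A5 at -0.084, without no-doxycycline replicate 3 SLC7A5 was at -0.51, and SLC7A11 was at 0.34 without no-doxycycline replicate 1 and 0.33 without doxycycline replicate 2. Endoplasmic reticulum stress genes were lower by camera (adjusted p = 0.0122; adjusted p = 0.311 with an estimated correlation), a call lost without no-doxycycline replicate 1 (0.122) or doxycycline replicate 3 (0.157), over probe sets with an interquartile range above the median (0.127) and with the parental difference by descriptions subtracted (0.938). By limma, with the block and over the list alone 0 of 28 passed, with 1 higher and 2 lower at an unadjusted p under 0.05; XBP1 had a value of -0.58, EDEM1 0.43 and PDIA4 -0.31, and without no-doxycycline replicate 1 XBP1 was at -0.32 and PDIA4 at -0.19.

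Markers of other cells and stages did not pass by camera: early B-cell genes (adjusted p = 0.655), myeloid genes (0.113) and T-cell and NK-cell genes (0.216). With the difference between the parental arrays subtracted, myeloid (0.0248) and T-cell and NK-cell genes (0.0219) passed as higher by titles, and by descriptions both turned (0.574 and 0.252), as did early B-cell genes (0.273); without the subtraction, adjusted p was 0.497 for myeloid and 0.667 for T-cell and NK-cell genes with an estimated correlation. Early B-cell genes turned also without doxycycline replicate 1 (0.926), over probe sets with an interquartile range above the median (0.980) and with the mean of a gene's probe sets (0.988). Myeloid genes passed without no-doxycycline replicate 2 (0.0407) or doxycycline replicate 1 (0.0457), and were at 0.497 with an estimated correlation and all 6 arrays. Of 26 myeloid genes ITGAM rose, also over the list alone, and CD68 (0.60) passed with the block (adjusted p = 0.0354); CYBB had a value of 0.59 and TYROBP 0.42 (0.27 without no-doxycycline replicate 3 and 0.28 without doxycycline replicate 3). By limma 0 of 14 early B-cell genes passed, with or without the block or over the list alone, with 1 higher and 2 lower at an unadjusted p under 0.05 and IGLL1 at -0.29. Of 22 T-cell and NK-cell genes 0 passed in limma with or without the block, with 2 higher and 1 lower at an unadjusted p under 0.05 and 1 higher over the list alone; NKG7 had a value of 0.50 and TRAT1 one of -0.36.

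Among 14 HDACs and partners HDAC7 rose, and over the list alone 1 rose and 1 fell; the list did not pass (adjusted p = 0.365), and turned by titles (0.960). HDAC5 had a value of -0.84 and passed with the block (adjusted p = 0.0246), HDAC9 had -0.57, HDAC4 0.17, HDAC3 and HDAC1 0.16, MEF2D 0.25 and MEF2C -0.081, which turned by descriptions (0.21). HDAC9 was at -0.34 without doxycycline replicate 2, HDAC4 between 0.030 (without no-doxycycline replicate 3) and 0.35 (without no-doxycycline replicate 2), HDAC1 at 0.082 and MEF2D at 0.15 without no-doxycycline replicate 2, and MEF2D at 0.092 without doxycycline replicate 1. MEF2C ran from -0.17 without doxycycline replicate 3 to 0.091 without doxycycline replicate 2. Nuclear genes of mitochondria, most of them for the respiratory chain, had a median of 0.016 and a mean of -0.032 over 19 (adjusted p = 0.451). By limma, with the block and over the list alone 0 of them passed, with 0 higher and 0 lower at an unadjusted p under 0.05; MRPS12, of the mitochondrial ribosome, had a value of -0.27 and the respiratory chain gene COX5A one of -0.26. Without doxycycline replicate 3 they were at -0.15 and -0.41, MRPS12 at -0.17 without no-doxycycline replicate 2 and COX5A at -0.14 without doxycycline replicate 1.

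The parental arrays differed by a median size of 0.18 over 49293 probe sets, against 0.17 between arrays of a condition, and by more than 1 on 2.28% of them, against 0.681%.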
